# Myeloid AEG-1/MTDH drives inflammation and hepatocellular dysfunction in diet-induced steatohepatitis

**DOI:** 10.1016/j.jbc.2025.111101

**Published:** 2025-12-23

**Authors:** Suchismita Raha, Saranya Chidambaranathan Reghupaty, Xufeng Qu, Rachel G. Mendoza, Devon Farrar, Ali Gawi Ermi, Eva Davis, Rebecca K. Martin, Mark A. Subler, Paul B. Fisher, Jolene J. Windle, Jinze Liu, Devanand Sarkar

**Keywords:** gene regulation, liver metabolism, transcriptomics, myeloid cell, inflammation

## Abstract

Astrocyte elevated gene-1 (AEG-1)/metadherin plays an important role in regulating lipid metabolism and inflammation in hepatocytes and promotes metabolic dysfunction–associated steatohepatitis (MASH). Myeloid cells, such as macrophages, play a key role in regulating inflammation. Here, we investigated the role of AEG-1 in myeloid cells in regulating high fat)/high sugar diet (HF/HSD)–induced MASH. Littermates of myeloid cell–specific AEG-1 knockout mice (AEG-1^ΔMAC^) and AEG-1 floxed mice (AEG-1^fl/fl^) were fed either a control diet or an HF/HSD for 20 weeks. Both male and female AEG-1^ΔMAC^ mice were significantly protected from MASH development compared with AEG-1^fl/fl^ mice. In control diet–fed mice, spatial transcriptomics analysis revealed inhibition of hepatic steatosis and development of hepatocellular carcinoma and activation of fatty acid β-oxidation in the periportal and pericentral hepatocytes of AEG-1^ΔMAC^ livers. Single-cell RNA-Seq, performed in HF/HSD-fed mice, identified a significant decrease in the total number of Kupffer cells in AEG-1^ΔMAC^*versus* AEG-1^fl/fl^ livers. A marked inhibition of inflammation and fibrosis in Kupffer cells and stellate cells, increased fatty acid β-oxidation in stellate and endothelial cells, and inhibition of proliferation and invasion in the hepatocytes, especially in pericentral hepatocytes, were observed in AEG-1^ΔMAC^ liver *versus* AEG-1^fl/fl^ liver. Mesenteric fat weight, adipocyte size, and inflammation were significantly decreased in HF/HSD-fed AEG-1^ΔMAC^ mice compared with AEG-1^fl/fl^ mice. Inhibition of inflammation is a key feature in AEG-1^ΔMAC^ mice. AEG-1 in myeloid cells regulate gene expression in hepatocytes and other nonparenchymal cells, thereby playing an important role in regulating MASH.

In the United States, one in two adults is projected to be obese by 2030 (1). A diet containing high fat and high sugar (HF/HS) is a key factor for obesity (2), which is closely associated with metabolic dysfunction–associated steatohepatitis (MASH), the most common cause of chronic liver disease in the Western world, leading to cirrhosis and hepatocellular carcinoma (HCC) (3, 4). Some molecular players regulating MASH have been identified, leading to multiple strategies in clinical trials (5). However, optimum therapy is yet to be developed, motivating a clearer understanding of the molecular mechanism of MASH to yield effective therapeutic strategies. MASH is characterized by initial accumulation of triglycerides (TGs) in hepatocytes (hepatic steatosis) with subsequent chronic inflammation (5, 6). In the liver, macrophages, such as liver-resident Kupffer cells (KCs) and infiltrating monocytes/macrophages from circulation, release proinflammatory cytokines (PICs) and play a central role in regulating the inflammatory component of MASH.

Astrocyte elevated gene-1/metadherin is an oncogene, which is overexpressed in many cancers, including HCC and promotes HCC development and progression (7). AEG-1 is a scaffold protein, which functions by protein–protein and protein–RNA interactions and also plays an important role in promoting MASH (8). Our recent work revealed that a hepatocyte-specific AEG-1 transgenic mouse (Alb/AEG-1) develops spontaneous MASH, and a hepatocyte-specific conditional AEG-1 knockout mouse (AEG-1^ΔHEP^) is protected from high-fat diet (HFD)–induced MASH (8). AEG-1 levels are markedly high in biopsy samples of human MASH livers compared with normal livers (8). Mechanistically, we documented that there are two ways AEG-1 promotes steatosis (8). Peroxisome proliferator–activated receptor alpha (PPARα) is a master regulator of genes that control fatty acid β-oxidation (FAO) (9). Using an “LXXLL” motif, AEG-1 interacts with retinoid X receptor, the heterodimeric partner of PPARα (8, 10). This interaction inhibits coactivator recruitment to PPARα and PPARα-mediated gene regulation, thereby inhibiting FAO (8, 10). As an endoplasmic reticulum membrane–anchored RNA-binding protein, AEG-1 preferentially binds to mRNAs that code for fatty acid–synthesizing enzymes and increases their translation, which leads to increased *de novo* lipogenesis (DNL) (8, 11). NF-κB is a transcription factor that regulates the expression of PICs and functions as a master regulator of inflammation (12). AEG-1 interacts with multiple components of NF-κB signaling pathway, and it is fundamentally required for the activation of NF-κB (13, 14, 15, 16). By activating NF-κB, AEG-1 promotes the inflammatory and fibrotic components of MASH (8). These studies clearly establish AEG-1 as a central player that promotes steatosis, inflammation, and fibrosis, essential components of MASH, by multiple mechanisms. A hepatocyte-targeted nanoparticle delivering AEG-1 siRNA (PAMAM-AEG-1si) effectively blocked HFD-induced MASH in C57BL/6 mice, thereby establishing the “proof of principle” that targeting AEG-1 by RNAi strategy might be effectively used for therapeutic intervention of MASH (8).

AEG-1 is highly expressed in myeloid cells, which include macrophages (17). We have documented that AEG-1 plays a vital role in regulating macrophage activation, and mice with deletion of AEG-1 in myeloid cells (AEG-1^ΔMAC^) are profoundly resistant to *N*-nitrosodiethylamine-induced inflammatory HCC (17). RNA-Seq analysis unraveled robust inhibition of upstream regulators of inflammation, immune response, and cytokine signaling in AEG-1^ΔMAC^ macrophages compared with AEG-1^fl/fl^ macrophages (17). In the present study, we interrogated the response of AEG-1^ΔMAC^ mice to HF/HSD-induced MASH development. We observed that AEG-1^ΔMAC^ mice are also resistant to HF/HSD-induced MASH, thereby unraveling an important role of myeloid cell AEG-1 in regulating MASH.

## Results

### MASH development is inhibited in AEG-1^ΔMAC^ mice

A detailed characterization of myeloid cell–specific conditional AEG-1 knockout mouse (AEG-1^ΔMAC^) was described in our previous publication (17). We fed 7-week-old male and female AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates (n = 11) either a control diet (CD) or an HF/HSD for 20 weeks (Fig. 1A). At the end of the experiment at 27 weeks, livers of AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates of both sexes were paler when fed HF/HSD *versus* CD (Fig. S1). At this time point, in both male and female AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates, body and liver weights on HF/HSD were significantly higher than those on CD (Fig. 1*B*). There were no significant differences in body and liver weights between AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates of both sexes on CD. However, on HF/HSD, both body and liver weights of AEG-1^ΔMAC^ mice were significantly lower than those of AEG-1^fl/fl^ littermates (Fig. 1*B*). We checked H&E-stained sections of liver tissues for steatosis following the Clinical Research Network MASH Scoring System (18). For AEG-1^fl/fl^ mice fed HF/HSD, 100% mice developed moderate (grade 2, score: 33–66%) to severe (grade 3, score: >66%) microvesicular and macrovesicular steatosis (Fig. 1*C*), whereas ∼50% female mice developed mild microvesicular and macrovesicular steatosis (grade 1, score 5–33%). However, for HF/HSD-fed AEG-1^ΔMAC^ mice, 100% mice developed mild microvesicular and macrovesicular steatosis, and only 15% female mice showed features of mild microvesicular and macrovesicular steatosis (Fig. 1*C*).

**Figure 1:**
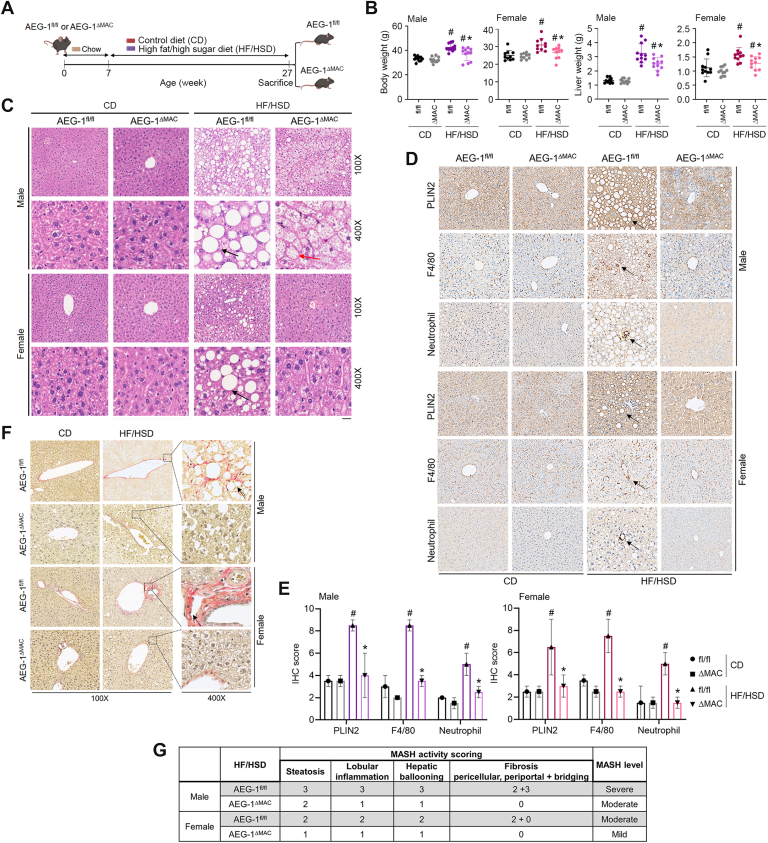
**AEG-1^ΔMAC^ mice are protected from high-fat diet/high-sugar diet (HF/HSD)-induced MASH**. *A*, study design and experimental timeline of control diet (CD)–fed and HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice. *B*, measurement of body and liver weights (n = 11 per group) in the indicated groups at the end of the experiment. Data represent mean ± SEM; #*p* < 0.05 *versus* corresponding CD-fed mice; ∗*p* < 0.05 between HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice. *C*, representative photomicrograph of H&E-stained liver sections in the indicated groups at the end of the experiment. *Arrows* indicate steatosis. The scale bar represents 20 μm. *D*, representative photomicrographs of immunohistochemical staining of the indicated proteins/markers in the liver sections in the indicated groups at the end of the experiment. Magnification: 400x. *E*, quantification of immunohistochemistry score (H score) for the indicated markers. Data represent mean ± SEM; #*p* < 0.01 *versus* corresponding CD-fed mice; ∗*p* < 0.01 between HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice. *F*, representative photomicrographs of Sirius red staining of liver sections in the indicated groups at the end of the experiment. *G*, MASH activity scoring following the Clinical Research Network (CRN) MASH Scoring System. MASH, metabolic dysfunction–associated steatohepatitis.

To assess the severity of MASH, we stained liver sections for steatosis marker perilipin-2 (PLIN2) and macrophage marker F4/80, and with antineutrophil antibody (Fig. 1, *D* and *E*). In HF/HSD-fed AEG-1^fl/fl^ mice, PLIN2 staining unraveled significantly high levels of microvesicular and macrovesicular steatosis and 100% large hepatocellular ballooning (HB) with strong intensity in male mice and 35% small to 25% medium HB with moderate intensity in female mice (Fig. 1, *D* and *E*). In HF/HSD-fed AEG-1^ΔMAC^ mice, 25% small to 10% medium HB with moderate intensity were detected in male mice, and 20% small HB with weak intensity was detected in female mice. These findings showed concurrence with steatosis grading in H&E-stained sections (Fig. 1*C*). Upon HF/HSD feeding, in AEG-1^fl/fl^ male mice, 30% partial to 60% complete F4/80 foci were observed, and in AEG-1^fl/fl^ female mice, 35% partial to 25% complete foci were observed, whereas in AEG-1^ΔMAC^ mice, F4/80 foci were weak and partial with 35% in male mice and 20% in female mice (Fig. 1, *D* and *E*). Antineutrophil staining showed strong intensity in male and moderate intensity in female for HF/HSD-fed AEG-1^fl/fl^ mice and moderate intensity in male and weak intensity in female for HF/HSD-fed AEG-1^ΔMAC^ mice (Fig. 1, *D* and *E*). In HF/HSD-fed AEG-1^fl/fl^ mice, Sirius red staining detected strong staining in males and moderate staining in females in pericentral (PC) and periportal (PP) zones, indicating development of fibrosis (Fig. 1*F*). While bridging fibrosis was observed in HF/HSD-fed AEG-1^fl/fl^ livers, no significant bridging fibrosis was observed in HF/HSD-fed AEG-1^ΔMAC^ mice (Fig. 1, *F* and *G*). The MASH activity, calculated according to the Clinical Research Network scoring system, showed severe MASH in male and moderate MASH in female AEG-1^fl/fl^ mice and moderate MASH in male and mild MASH in female AEG-1^ΔMAC^ mice (Fig. 1*G*). These findings indicate that the magnitude of MASH was significantly attenuated in AEG-1^ΔMAC^ mice compared with AEG-1^fl/fl^ mice.

In both male and female AEG-1^fl/fl^ mice, a significant increase in liver enzymes, aspartate aminotransferase, alanine aminotransferase, and alkaline phosphatase, was observed with HF/HSD compared with CD (Fig. 2*A*). In male AEG-1^ΔMAC^ mice, a significant increase was observed only for alanine aminotransferase when fed HF/HSD compared with CD, and in female HF/HSD-fed AEG-1^ΔMAC^ mice, a significant increase was observed only for aspartate aminotransferase compared with CD (Fig. 2*A*). For all three liver enzymes and for both sexes, the levels were significantly lower in HF/HSD-fed AEG-1^ΔMAC^ mice *versus* HF/HSD-fed AEG-1^fl/fl^ littermates (Fig. 2*A*). Upon HF/HSD feeding, an elevation of plasma total cholesterol (TC), very low-density lipoprotein (VLDL), free cholesterol (FC), and total TG levels, and a decrease in plasma high-density lipoprotein (HDL) levels were observed in AEG-1^fl/fl^ mice of both sexes (Fig. 2*B*). On the contrary, both male and female AEG-1^ΔMAC^ mice showed a significant decrease in plasma TC, VLDL, and FC levels (Fig. 2*B*). With HF/HSD feeding, plasma HDL level showed a significant increase, and plasma TG levels showed a significant decrease only in male AEG-1^ΔMAC^ mice but not in female mice (Fig. 2*B*). Free fatty acid (FFA) plays a crucial role in steatosis development. In both male and female HF/HSD-fed AEG-1^fl/fl^ mice, hepatic FFA levels were significantly higher compared with CD, and these levels were significantly lower in HF/HSD-fed AEG-1^ΔMAC^ mice (Fig. 2*C*). In male HF/HSD-fed AEG-1^ΔMAC^ mice, hepatic cholesterol and TG levels were significantly lower than those in male HF/HSD-fed AEG-1^fl/fl^ littermates (Fig. 2*D*). These findings further document that AEG-1^ΔMAC^ mice were protected from HF/HSD-induced MASH compared with AEG-1^fl/fl^ mice.

**Figure 2:**
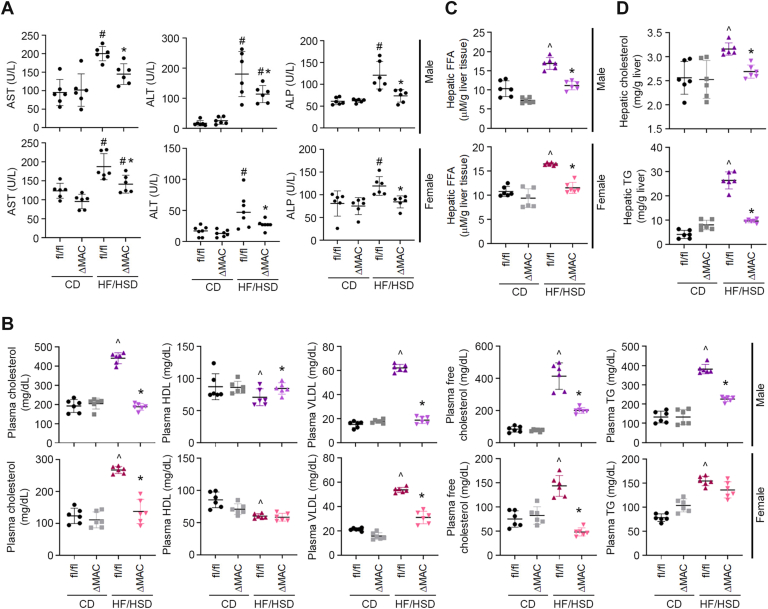
**Liver enzymes and serum and hepatic lipid profiles**. *A*, measurement of liver enzymes in mice sera at the end of the experiment. Data represent mean ± SEM; #*p* < 0.05 *versus* corresponding control diet (CD)–fed mice; ∗*p* < 0.05 between high-fat diet (HFD)/high-sugar diet (SD)–fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice. *B*, measurement of the indicated lipids in mice sera at the end of the experiment. *C* and *D*, measurement of free fatty acid (FFA) (*C*) and cholesterol and triglyceride (TG) in the livers at the end of the experiment. For *B*–*D*, data represent mean ± SEM; ˆ*p* < 0.05 *versus* corresponding CD-fed mice; ∗*p* < 0.05 between HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice. ALP, alkaline phosphatase; ALT, alanine aminotransferase; AST, aspartate aminotransferase; HDL, high-density lipoprotein; VLDL, very low-density lipoprotein.

### Spatial transcriptomics analysis of CD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates

Hepatocytes in PP (zone 1), midlobular (ML, zone 2), and PC (PC, zone 3) zones have distinct metabolic functions regulating MASH (19). To obtain insights into the effects of the deletion of AEG-1 in myeloid cells on hepatocytes of different zones, we performed spatial transcriptomics (ST) on liver sections of CD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates. H&E-stained slides of liver sections are shown in Figure S2. For each sample, spots with counts greater than 50,000 and feature numbers less than 100 or greater than 7000 were removed. After this quality control, for AEG-1^fl/fl^ and AEG-1^ΔMAC^ livers, the number of spots was 2543 and 2149, respectively, and the median genes per spot were 3641 and 4096, respectively, indicating consistency between the two samples. In each sample, seven distinct clusters of spatial spots were identified, each characterized by unique gene expression profiles (Fig. 3, *A* and *B*). A list of highly expressed genes to annotate each cluster is presented in Table S1. There was no difference in cell numbers in each cluster between the two groups (data not shown). We focused our analysis on differentially expressed genes (DEGs) in each cluster between AEG-1^fl/fl^ and AEG-1^ΔMAC^ livers, using a cutoff of adjusted *p* value (p-adj) of 0.05 (Fig. 3*C*). Clusters 0 to 5 showed similar patterns of DEGs, whereas cluster 6 showed the least number of DEGs (Fig. 3*C*). DEGs in all the clusters with a log2 fold change of >+1 or <-1 and a p-adj of 0.05 are shown in a volcano plot (Fig. 3*D* and Table S2). Gene Ontology (GO) enrichment analysis of these DEGs revealed several metabolic processes, including TG, cholesterol, and fatty acid metabolic processes, mononuclear cell differentiation, and liver development to be modulated in AEG-1^ΔMAC^ livers *versus* AEG-1^fl/fl^ livers (Fig. 3*E*). To visualize the gene–pathway relationships of DEGs enriched with common biological functions, we prepared cnetplot using GO chord package of R program, showing genes associated with lipid metabolic processes (Fig. 3*F*), nonlipid and nonfatty acid metabolic processes (Fig. 3*G*), as well as biosynthesis processes, homeostasis, and cellular proliferation and differentiation (Fig. S3). A few important genes regulating lipid metabolism include ATP citrate lyase, the primary enzyme responsible for the synthesis of cytosolic acetyl-CoA, thereby contributing to lipogenesis and cholesterogenesis; lipoprotein lipase, fatty acid synthase (FASN), and fatty acid binding protein 5, which were all downregulated in AEG-1^ΔMAC^ livers (Fig. 3*F*). These analyses unraveled key genes modulated in AEG-1^ΔMAC^ livers when compared with AEG-1^fl/fl^ livers that contributed to the less aggressive MASH phenotype observed in AEG-1^ΔMAC^ mice.

**Figure 3:**
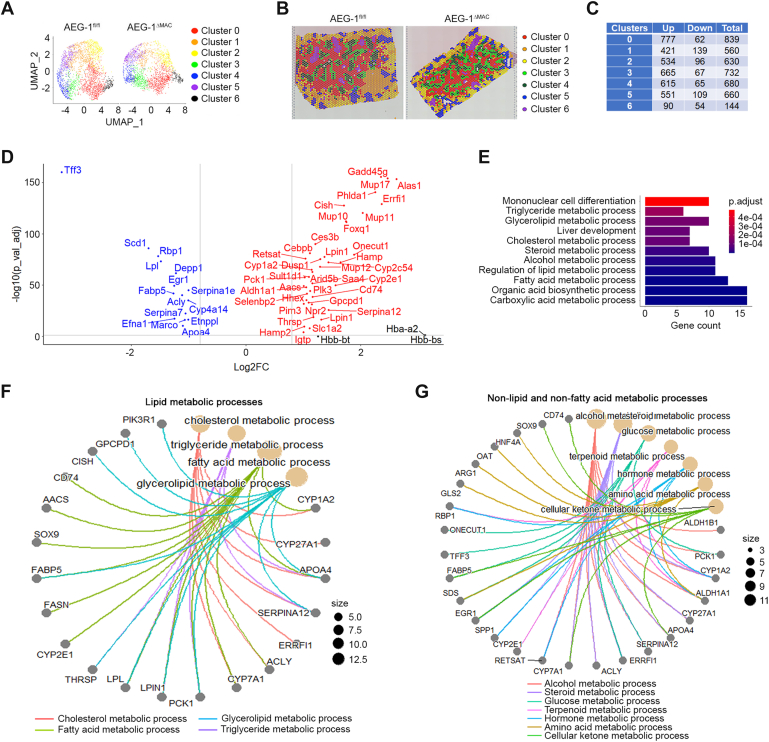
**Spatial transcriptomics (ST) analysis shows inhibition of metabolic processes in control diet (CD)–fed AEG-1^ΔMAC^ liver**. *A*, uniform manifold approximation and projection (UMAP) plots of seven clusters in AEG-1^fl/fl^ and AEG-1^ΔMAC^ livers. *B*, distribution of seven different clusters in AEG-1^fl/fl^ and AEG-1^ΔMAC^ livers identified by ST analysis. *C*, number of differentially expressed genes (DEGs) in each cluster of AEG-1^ΔMAC^ liver. Up, upregulated DEGs; Down, downregulated DEGs; Total, total number of upregulated and downregulated DEGs. *D*, volcano plot of DEGs with >+1 or <-1 log2 fold change (log2FC) in CD-fed AEG-1^ΔMAC^ mice. *E*, Gene Ontology (GO) enrichment analysis of DEGs shown in (*D*) in CD-fed AEG-1^ΔMAC^ mice. *F* and *G*, GO cnetplot showing interactions of DEGs shown in (*D*) with functional networks, such as lipid metabolic processes (*F*) and nonlipid and non–fatty acid metabolic processes (*G*) in CD-fed AEG-1^ΔMAC^ mice.

We utilized the gene expression data generated by the ST analysis to determine which areas of the mouse liver samples represent each zone. Markers for zone 1 (PP) hepatocytes (*Pck1*, *Hal*, *Gls2*, *Cyp2f2*, *Hsd17b13*, and *Arg1*), zone 2 (ML) hepatocytes (*Hamp*, *Hamp2*, and *Igfbp2*), and zone 3 (PC) hepatocytes (*Cyp2e1*, *Cyp1a2*, and *Oat*) are known to sufficiently characterize hepatic zonation and thus were employed in our targeted clustering analysis (20). The spatial spots were reclustered using the gene expression profiles of the 12 zone-specific markers. This allowed us to identify the three established liver zones, each of which is enriched with distinct markers, as shown in the violin plots of zone-specific markers (Fig. S4*A*). The hepatocytes in each zone were similarly distributed between AEG-1^fl/fl^ and AEG-1^ΔMAC^ livers without showing significant differences in their numbers and any overlap (Fig. S4, *B*–*C*). These distinct patterns of expression within the PP, ML, and PC hepatocytes provided a visual representation of where the zones are localized in our mouse tissue samples.

After examining liver zonation, we subsequently aimed to localize principal nonparenchymal cell types. Cell type–specific markers for KCs (*Marco*, *Clec4f*, *Fabp5*, *Cd5l*, and *Vsig4*), cholangiocytes (*Spp1* and *Epcam*), and hepatic stellate cells (HSCs; *Reln*, *Dcn*, *Colec11*, and *Ecm1*) were utilized to determine areas of enriched spots. Violin plot of these cell type–specific markers demonstrated their expression in each specific cell type (Fig. S5*A*). The nonparenchymal cells were similarly distributed between AEG-1^fl/fl^ and AEG-1^ΔMAC^ livers without showing significant differences in their numbers (Fig. S5*B*). We observed nearly exclusive expression patterns of each cell type’s markers in AEG-1^fl/fl^ and AEG-1^ΔMAC^ livers (Fig. S5*C*).

The expression level of zone-specific marker genes in each cluster is shown in Figure 4*A*, whereas the expression level of cell type–specific marker genes in each cluster is shown in Figure 4*B*. Based on the expression of zone- and cell type–specific markers, the seven clusters could be classified as follows: cluster 0: PP (zone 1) with KCs; cluster 1: ML (zone 2); cluster 2: PP (zone 1) with KCs; cluster 3: PC (zone 3) close to ML (zone 2) with stellate cells; cluster 4: PC (zone 3) with stellate cells; cluster 5, PC (zone 3) close to ML (zone 2); and cluster 6: PP (zone 1) with cholangiocytes (Fig. 4, *A* and *B*). The DEGs in each cluster were subjected to ingenuity pathway analysis (IPA), which showed widespread and significant changes in AEG-1^ΔMAC^ livers *versus* AEG-1^fl/fl^ livers (Figs. 4*C*, S6, S7, S8). PP and PC hepatocytes (clusters 0, 2, 3, 4, and 5 exhibited similar features, notably inhibition of hepatic steatosis, concentration of lipids, hypoglycemia, and development of HCC, with an increase in oxidation of lipids, which are relevant to the present studies (*asterisks* in Figs. 4*C*, S6, S7, S8). One key molecule that was activated in all these clusters is peroxisome proliferative–activated receptor, gamma, coactivator 1 alpha (PPARGC1A), a key transcription coactivator of PPARs (*arrow* in Figs. 4*C*, S6, S7, S8). PPARA is a master regulator of FAO (9), and activation of PPARGC1A suggests increased FAO in AEG-1^ΔMAC^ hepatocytes. However, in cluster 1, representing ML (zone 2) hepatocytes, fatty acid metabolism was less affected (Fig. S6). Rather, there was inhibition of sterol regulatory element binding transcription factor 2, which regulates cholesterol metabolism (Fig. S6). Carbohydrate metabolism was modulated in all the clusters, including cluster 6, which showed the least number of DEGs with modulation of a few pathways (Figs. 4*C*, S6, S7, S8). Analysis of upstream regulators of these DEGS (Fig. 4*D* showing upstream regulators of DEGs of cluster 4, unraveled activation of several tumor suppressors, such as hepatocyte nuclear factor 4A, TP53, and transforming growth factor β1 (TGFB1), and inhibition of the hepatocarcinogen diethylnitrosamine in AEG-1^ΔMAC^ hepatocytes. There was activation of anti-inflammatory molecules, such as nuclear receptor subfamily 3 group C member 1, encoding glucocorticoid receptor, and its ligand dexamethasone, which correlate with the lack of inflammation observed in AEG-1^ΔMAC^ livers (Fig. 4*D* and 1D-E). Acyl-CoA oxidase 1 (ACOX1), the first enzyme in FAO, ciprofibrate, an activator of PPARA, and atorvastatin, which inhibits cholesterol synthesis, were activated in AEG-1^ΔMAC^ livers (Fig. 4*D*). These findings indicate that deletion of AEG-1 from myeloid cells affects basal gene expression in hepatocytes in a zone-specific manner. In addition, these changes in hepatocyte gene expression reflect a basal state, which is inhibitory to the development of MASH and HCC in AEG-1^ΔMAC^ mice.

**Figure 4:**
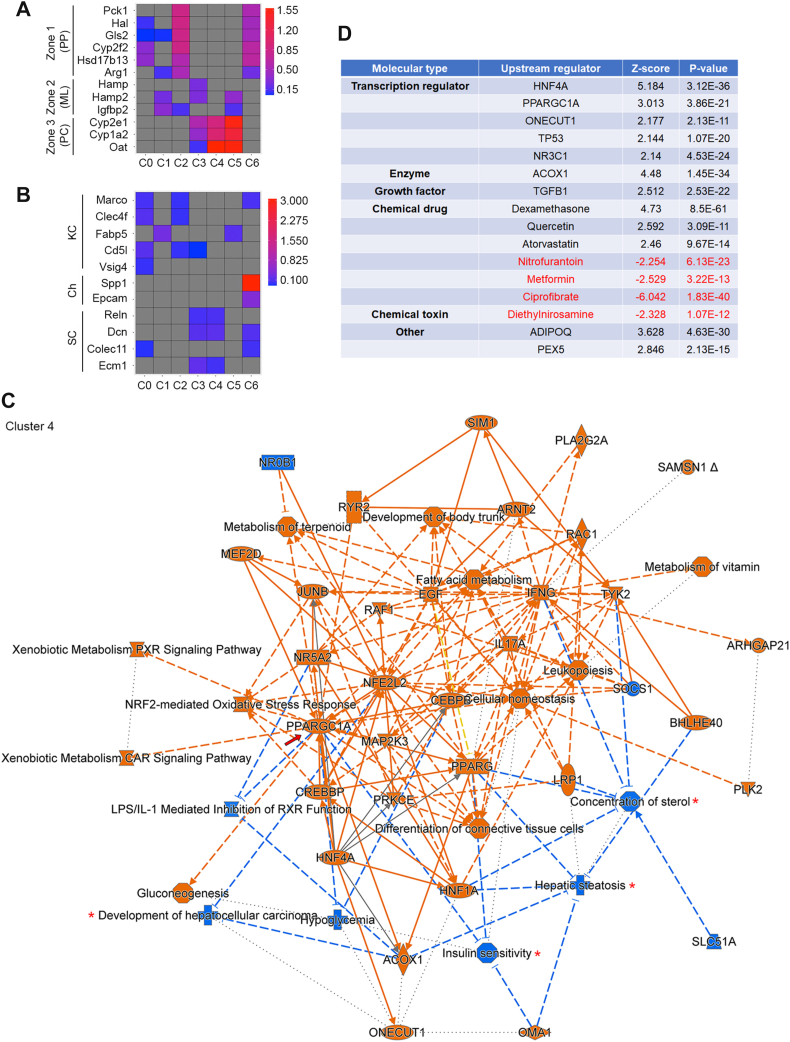
**Spatial transcriptomics (ST) analysis shows modulation of genes and pathways in pericentral hepatocytes in control diet (CD)–fed AEG-1^ΔMAC^ mice**. *A* and *B*, heatmaps showing markers of different zones (*A*) and different nonparenchymal cell types (*B*) in seven different clusters. *C*, graphical summary showing activation or inhibition of key regulatory molecules, pathways, functions, and phenotypes in cluster 4, representing pericentral hepatocytes, of AEG-1^ΔMAC^ liver compared with AEG-1^fl/fl^ liver. *Orange color* indicates activation of *z*-score >2, whereas *blue color* indicates inhibition of *z*-score <2. The shapes indicate the following: *octagon*: function; *cross*: disease; *inverted triangle*: kinase; *ellipse*: transcription regulator; *square*: cytokine; *trapezoid*: transporter; *circle*: molecule of other class; and *hourglass*: canonical pathway. *D*, upstream regulators of differentially expressed genes (DEGs) of cluster 4 of AEG-1^ΔMAC^ liver (*z*-score >2 indicates activation, and *z*-score of <-2 indicates inhibition).

### Single-cell RNA-Seq profiling of HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates

We next analyzed the response of AEG-1-deleted KCs, and consequently of hepatocytes and other nonparenchymal cells, to HF/HSD feeding by performing single-cell RNA-Seq (scRNA-Seq) in livers from HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates. 

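The single-cell data came from 1 library per genotype, made from livers of mice fed HF/HSD for 20 weeks from 7 weeks of age and 27 weeks old at collection. Fixed and dissociated liver cells were profiled with the probe-based assay of 10x Genomics, in which probes are hybridized to the transcripts of each gene and counted in each cell. The authors aligned the sequences with Cell Ranger to the mm10 reference and deposited raw counts per gene and cell, without normalization. The deposited counts cover 19059 genes of the mouse probe set, in 2581 cells for the library labelled AEG-1 ΔMAC and 3535 cells for the library labelled AEG-1 fl/fl. They sum to 79589511 and 90440089 counts, which are molecules and not the sequenced reads whose number the paper's methods give, and every value here uses the counts. The median cell had 12742 counts (range 732 to 716497) in the library labelled AEG-1 ΔMAC and 7686 (range 826 to 587300) in the library labelled AEG-1 fl/fl. Cells with fewer than 100 genes or more than 10% mitochondrial counts were left out, as in the paper's methods. The remaining cells were normalized, integrated with anchors and clustered in Seurat with 50 principal components. Each cluster was named after the cell type whose markers it expressed most, with the ending "-like" because the names were rebuilt from markers, and a difference from the study may come from these names. For each cell class, counts were summed per library and given as CPM, the counts of a gene when the class total is scaled to 1000000. The log2 ratio is the CPM in the library labelled AEG-1 ΔMAC over the CPM in the library labelled AEG-1 fl/fl. With 1 library per genotype there are no replicates, so no test between genotypes was possible. The 95% intervals, Poisson for counts and Clopper-Pearson for shares and ratios, cover counting error only and not the variation between mice.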

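Mtdh, which encodes AEG-1 and is deleted from the myeloid cells of AEG-1 ΔMAC mice, was measured first. The files list it as ENSMUSG00000022255, and it lies on chromosome 15 of GRCm38 (the same build as mm10) from 34082694 to 34145624. Mtdh had 390 counts in the library labelled AEG-1 ΔMAC and 155 in the library labelled AEG-1 fl/fl in the largest macrophage-like cluster. These counts correspond to 130 CPM (95% interval 117 to 144) and 26.3 CPM (22.3 to 30.8). Mtdh was therefore higher in the library that carries the label of the deletion, by a log2 ratio of 2.31 (2.04 to 2.59). In the other macrophage-like cluster, whose cells had low counts, the log2 ratio was 1.05 (0.46 to 1.66). The alternative that moved the value most, subtraction of the hepatocyte-like profile, was chosen after the data were seen and gave 4.03 in the largest macrophage-like cluster. Free RNA from hepatocytes, at the share seen in that cluster, would give 30.7 CPM of Mtdh in the library labelled AEG-1 ΔMAC and 18.1 CPM in the library labelled AEG-1 fl/fl. The log2 ratio of Mtdh was 0.09 in hepatocyte-like, 0.04 in stellate cell-like and -0.02 in endothelial cell-like cells, and the sign of the last 2 changed under other clusterings. In T and NK cell-like cells it was 0.66 (-0.01 to 1.31). Neutrophil-like cells had 1 count of Mtdh in the library labelled AEG-1 ΔMAC and 3 in the library labelled AEG-1 fl/fl, too few to compare. Lyz2 had 1641 CPM in the library labelled AEG-1 ΔMAC and 1216 CPM in the library labelled AEG-1 fl/fl in the largest macrophage-like cluster, a log2 ratio of 0.43 (0.38 to 0.49). Because the level of Mtdh runs against the labels, each library is called by its label throughout, and every direction given rests on the labels as deposited.

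**Figure D1:**
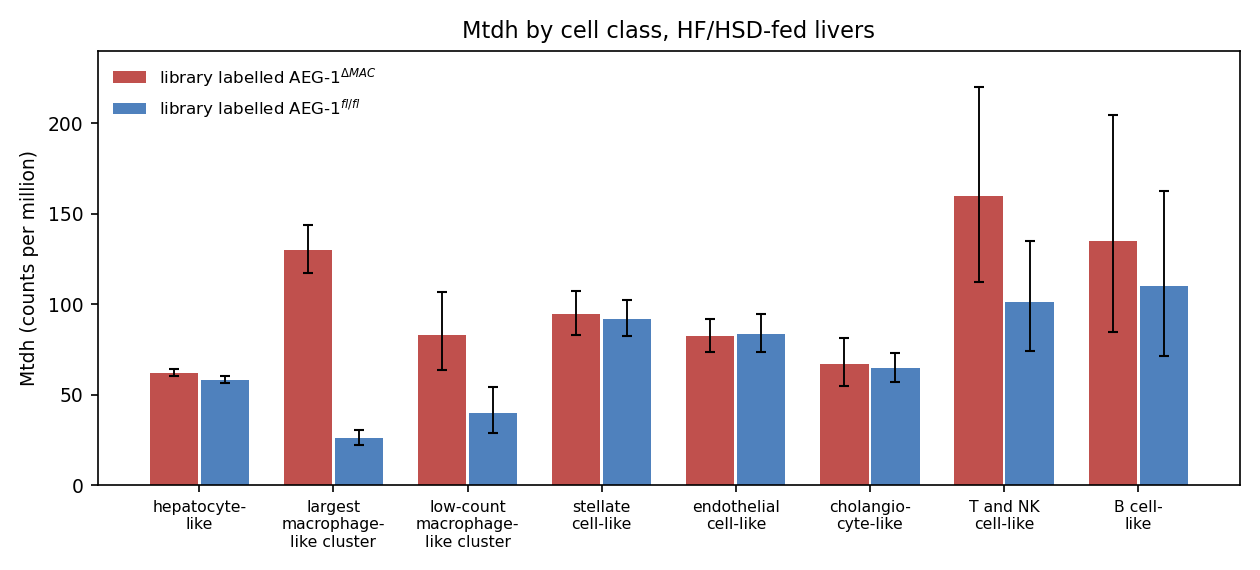
Mtdh in CPM (y axis) in 8 groups of cells (x axis) of the 2 libraries. Bars are summed counts over the class total and lines are Poisson 95% intervals for counting error. In the largest macrophage-like cluster the bars stand at 130 CPM in the library labelled AEG-1 ΔMAC and 26.3 CPM in the library labelled AEG-1 fl/fl.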

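Over all deposited cells, before any was left out, the genes with a count in at least 3 cells numbered 14736 in the library labelled AEG-1 fl/fl and 14360 in the library labelled AEG-1 ΔMAC. The cell filter kept 3508 of the 3535 cells labelled AEG-1 fl/fl and 2571 of the 2581 cells labelled AEG-1 ΔMAC, so it left out 27 and 10 cells. The paper gives fewer cells, 3400 and 2524, while its numbers of genes equal those above. The kept cells hold 90081981 and 79483780 counts. The median share of mitochondrial counts was 2.31% in the library labelled AEG-1 fl/fl and 2.81% in the library labelled AEG-1 ΔMAC, and the highest was 41.9% and 28.1%. A stricter filter, with at least 500 genes and at most 5% mitochondrial counts, kept 3116 and 2364 cells.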

In AEG-1^fl/fl^ liver, there were 3400 cells representing 14,736 genes, and in AEG-1^ΔMAC^ liver, there were 2524 cells representing 14,360 genes. Fourteen clusters were identified representing different cell types (Fig. 5*A*). 

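The clustering resolution, which the paper's text does not state, was raised in steps of 0.1 until at least 14 clusters were found. This happened at a resolution of 0.5, with 14 clusters. Leaving out cells with high doublet scores was not possible from the calls of the tool Scrublet, which called only 2 of the 2581 cells of one library and 1 of the 3535 cells of the other, so doublets were kept.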

Markers that were used in ST to identify cell types (Fig. 4, *A* and *B*) were also used for scRNA-Seq. Additional markers used were as follows: endothelial cells: Ushbp1, Oit3, Il1a, Mmrn2, Pcdh12, and Dpp4; T cells: Trbc1, Trbc2, Cd3g, and Cd3d; B cells: Iglc2, Ighm, Igkc, Ms4a1, Cd79a, and Vpreb3; neutrophils: Cxcr2, Mmp9, Csf3r, and Srgn; and NK cells: Ncr1, Klre1, Klre1, and Nkg7. Based on gene expression profiles, we identified three clusters of KCs, 2 clusters of PP hepatocytes, 2 clusters of PC hepatocytes, and one cluster each of other hepatocytes, cholangiocytes, stellate cells, endothelial cells, neutrophils, B cells, and T cells (Fig. 5*A*). 

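With names rebuilt from marker genes, 2 of the 14 clusters were macrophage-like. The larger held 235 cells in the library labelled AEG-1 ΔMAC and 573 in the library labelled AEG-1 fl/fl, with Mmp12, Tbxas1, Lilrb4a, Gpnmb and Siglec1 among its leading genes. The other held 187 and 375 cells with a median of 1559 and 1766 counts per cell, and hemoglobin genes were among its leading genes besides Cd5l and Folr2. Of the 5 hepatocyte-like clusters, 2 were pericentral (321 and 370 cells, and 204 and 232 cells), 1 was periportal (336 and 351 cells) and 2 had no clear zone. The smaller pericentral cluster had a median of 72372 and 84040 counts per cell, with Sprr1a and Ighg2c among its leading genes, and doublets among its cells were not excluded. Single clusters were endothelial cell-like (325 and 387 cells), stellate cell-like (225 and 339), cholangiocyte-like (48 and 123), T and NK cell-like (54 and 112), B cell-like (42 and 61) and neutrophil-like (7 and 48). A cluster of 50 and 118 cells was led by proliferation genes and was left unnamed.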

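Of the 10 leading genes of the largest macrophage-like cluster, 2 differed over 2-fold between the libraries, and of those of each pericentral hepatocyte-like cluster, 6 did. In the stellate cell-like and the neutrophil-like cluster, 7 of the 10 did. Shares were therefore compared in a second clustering, made without the 1221 genes that differed over 2-fold in hepatocyte-like or macrophage-like cells. This second clustering did not leave out genes that differed only in other classes, such as stellate cell-like or neutrophil-like cells. In it, the largest macrophage-like cluster held 9.68% (95% interval 8.57 to 10.9) of the cells in the library labelled AEG-1 ΔMAC and 17.4% (16.2 to 18.7) in the library labelled AEG-1 fl/fl. All macrophage-like cells together made up 19.8% (18.2 to 21.4) and 30.2% (28.7 to 31.8). Counted as a share of the nonparenchymal cells only, they made up 42.4% (39.6 to 45.2) and 49.1% (47.0 to 51.3), the choice that moved the difference most, made for this clustering after the data were seen. Pericentral hepatocyte-like cells were 11.0% (9.82 to 12.3) of all cells in the library labelled AEG-1 ΔMAC and 9.98% (9.00 to 11.0) in the library labelled AEG-1 fl/fl, a difference within counting error. As a share of the hepatocyte-like cells, the same cells were 20.6% (18.5 to 22.9) and 25.9% (23.6 to 28.3), so the direction changed with the denominator. These shares describe 1 library of each label, and the recovery of cell types can differ between libraries.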

A significant decrease in the number of KC-1 and a significant increase in PC-2 were observed in AEG-1^ΔMAC^ livers *versus* AEG-1^fl/fl^ (Fig. 5*B*). 

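In the same clustering, hepatocyte-like cells of all zones were 53.4% (51.4 to 55.3) of the cells in the library labelled AEG-1 ΔMAC and 38.5% (36.9 to 40.1) in the library labelled AEG-1 fl/fl, and the periportal ones 30.5% (28.8 to 32.4) and 21.0% (19.7 to 22.4). Cholangiocyte-like cells were 1.67% (1.21 to 2.25) and 3.02% (2.48 to 3.64), and T and NK cell-like cells 2.02% (1.51 to 2.64) and 3.19% (2.64 to 3.83). Neutrophil-like cells numbered 7 of 2571 and 47 of 3508, or 0.272% (0.110 to 0.560) and 1.34% (0.986 to 1.78). The intervals of the 2 libraries overlapped for T and NK cell-like cells, at their ends, and for stellate cell-like (7.78% and 8.55%), endothelial cell-like (12.5% and 11.6%) and B cell-like cells (1.56% and 1.68%).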

No significant difference was observed for other cell types between these two groups. The numbers of DEGs in each cell type are shown in Figure 5*C*. 

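A number of changed genes cannot be drawn from 1 library per genotype, so the size of the difference was measured at equal depth. The summed counts of 4 classes were thinned to 2532290 counts per class and library, and the absolute log2 ratio was taken over the genes with at least 50 CPM. Its median was 0.174 in hepatocyte-like (2899 genes), 0.255 in macrophage-like (4289 genes), 0.280 in endothelial cell-like (4138 genes) and 0.308 in stellate cell-like cells (3929 genes). Counting error alone would give 0.0766, 0.0797, 0.0807 and 0.0806. The SD over 20 thinnings was at most 0.0029. Restriction to genes with at least 200 CPM moved the median of stellate cell-like cells most, to 0.425, while that of endothelial cell-like cells moved most, to 0.217, in the clustering without genes that differ over 2-fold. Free hepatocyte RNA enters these medians, since it differs between the libraries.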

Deletion of AEG-1 from myeloid cells had little effect on gene expression of B and T cells, neutrophils, and cholangiocytes, with notable changes in endothelial cells, stellate cells, and hepatocytes (both PP and PC) (Fig. 5*C*). 

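The smaller classes could be compared only at 162779 counts per class and library, over genes with at least 200 CPM. The median absolute log2 ratio was then 0.290 in cholangiocyte-like, 0.298 in B cell-like and 0.350 in T and NK cell-like cells. At the same depth it was 0.260 in hepatocyte-like, 0.367 in endothelial cell-like, 0.419 in the largest macrophage-like cluster and 0.457 in stellate cell-like cells. From counting alone, these classes would give between 0.152 and 0.177. Cell numbers were not made equal, and counting error does not cover the sampling of few cells in the smaller classes. The neutrophil-like cells, 7 of them in the library labelled AEG-1 ΔMAC, were too few for this comparison.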

Gene expression was affected more in PC hepatocytes *versus* PP hepatocytes, the former showing 703 DEGs, whereas the latter showing 374 DEGs (Fig. 5*C*). 

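For the 2 hepatocyte zones, a depth of 21939480 counts per zone and library was available. The median absolute log2 ratio was 0.153 over 2944 genes in pericentral and 0.159 over 2479 genes in periportal hepatocyte-like cells, where counting alone would give 0.0259 and 0.0254. The zones were rebuilt from markers and hold other cells than the PC and PP clusters of the paper.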

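The 2 macrophage-like clusters were compared at 721777 counts per cluster and library, over genes with at least 200 CPM. The median absolute log2 ratio was 0.383 over 751 genes in the largest macrophage-like cluster and 0.236 over 650 genes in the low-count cluster. Counting alone would give 0.0796 and 0.0746. In the low-count cluster, hepatocyte genes had 78.6% of the share of counts they had in hepatocyte-like cells of the library labelled AEG-1 ΔMAC, and 71.0% in the other library, a share that limits what its cells can show.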

Among the KCs, KC-1 showed the most change in gene expression, whereas KC-3 showed almost no change (Fig. 5*C*). 

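The genes named here are the 3 with the highest and the 3 with the lowest log2 ratio in each of 4 groups of cells, among genes with at least 200 summed counts and at least 20 in each library. In hepatocyte-like cells, the highest were Sult1e1 at 4.90 (95% interval 4.49 to 5.35, 1360 and 48 counts in the libraries labelled AEG-1 ΔMAC and AEG-1 fl/fl), Cyp2b9 at 3.99 (3.65 to 4.34, 1140 and 76 counts) and Lrmda at 2.54 (2.06 to 3.05, 231 and 42 counts). The lowest were Rec114 at -3.08 (22 and 197 counts), Nat8f5 at -3.04 and Fads3 at -2.83. Sult1e1 lies on chromosome 5 from 87575969 to 87591594 and Cyp2b9 on chromosome 7 from 26173411 to 26210661, and both are on a list of genes with female-biased expression in liver. Their levels were low, 20.3 and 0.679 CPM for Sult1e1 and 17.0 and 1.07 CPM for Cyp2b9. At the top in the largest macrophage-like cluster, Orm3 (3.14, with an interval of 2.65 to 3.66 and 188 and 42 counts) and Cyp2c29 (2.56) stood beside Mtdh, and Mmp13 at -3.43 (20 and 424 counts), Adam8 and Spp1 at -3.03 (111 and 1785 counts) were lowest. In stellate cell-like cells, Cyp2c29 (2.68), Cyp1a2 (2.51) and Elovl3 (2.32, with 1.87 to 2.81 and 180 and 50 counts) were highest and Zbtb8b (-2.43), Mmp12 (-2.30) and Itgax (-2.10) lowest. Endothelial cell-like cells had Elovl3 (2.29, with 1.88 to 2.73 and 337 and 56 counts), Orm3 (2.01, with 228 and 46 counts) and Oat (1.91) at the top, and Spp1 (-3.03), Esm1 (-2.22) and Megf6 (-2.13) at the bottom. Orm3, Cyp2c29, Cyp1a2 and Oat are on the list of hepatocyte genes, and with Elovl3 they were also higher in hepatocyte-like cells, at 1.54, 1.78, 0.96, 2.19 and 1.52, in a library whose macrophage-, stellate and endothelial cell-like cells also counted more hepatocyte RNA. Relative to hepatocyte-like cells of the same library, hepatocyte genes had 49.4% of the share of counts in the largest macrophage-like cluster of the library labelled AEG-1 ΔMAC and 31.0% in that of the library labelled AEG-1 fl/fl. In stellate cell-like cells this was 71.5% and 50.0%, and in endothelial cell-like cells 71.7% and 55.7%. The median log2 ratio of the 57 hepatocyte genes was 0.75 in the largest macrophage-like cluster, 0.64 in stellate cell-like and 0.58 in endothelial cell-like cells, and 0.15 in hepatocyte-like cells. Mmp12 and Spp1 are on a list of monocyte-derived macrophage genes. Its median was -1.44 in stellate cell-like, -1.30 in endothelial cell-like and -1.05 in hepatocyte-like cells. Free macrophage RNA was not subtracted, so whether stellate and endothelial cells themselves changed in Mmp12, Itgax and Spp1 stays open.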

DEGs in all the cell types with a log2 fold change of >+1 or <-1 and a p-adj of 0.05 were plotted to visualize their distribution patterns (Fig. 5*D*). The majority of the genes were differentially expressed in many cell types, although the percent expression was variable, indicated by the size of the circles, depending upon the cell type (Fig. 5*D*).

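Across genes that passed the same count limits in both classes of a pair, the log2 ratios rose and fell together. Spearman's correlation between classes was 0.694 for stellate cell-like and endothelial cell-like cells (5330 genes), 0.652 for macrophage-like and stellate cell-like cells (5347 genes) and 0.605 for macrophage-like and endothelial cell-like cells (5918 genes). With hepatocyte-like cells it was 0.412 for macrophage-like, 0.349 for stellate cell-like and 0.302 for endothelial cell-like cells. These 6 correlations are across genes, which are not independent replicates, and free RNA shared by the cells of a library enters every class.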

**Figure 5:**
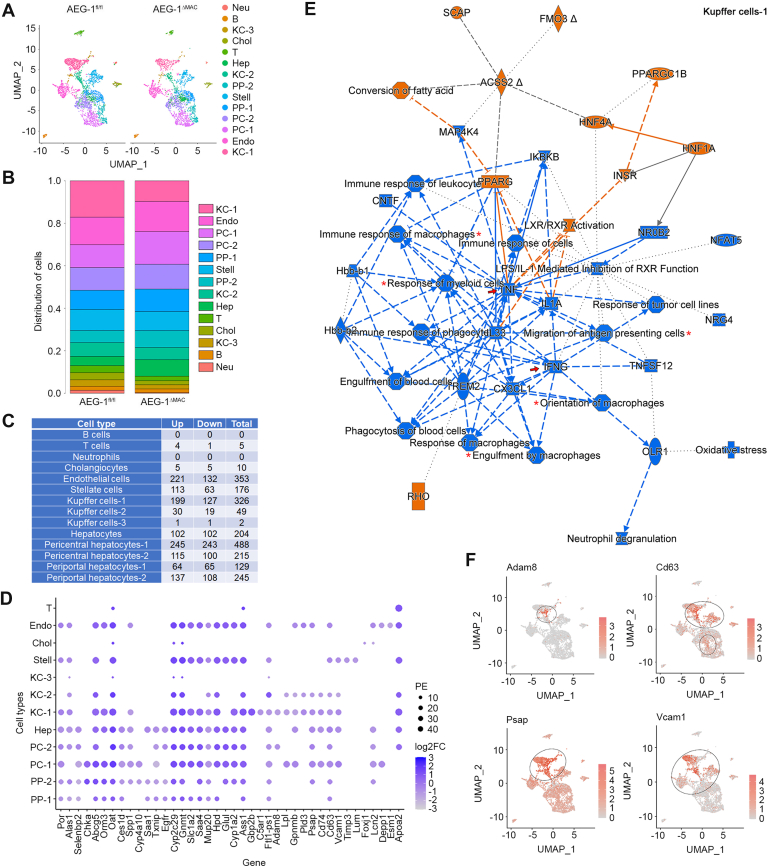
**Single-cell RNA-Seq (scRNA-Seq) identifies inhibition of Kupffer cells (KCs) in high-fat diet (HFD)/high-sugar diet (HSD)–fed AEG-1^ΔMAC^ mice**. *A*, uniform manifold approximation and projection (UMAP) plots showing 14 different cell type–specific clusters. *B*, distribution of cells in each cell type cluster. For *A* and *B*, B, B cells; Chol, cholangiocytes; Endo, endothelial cells; Hep, hepatocytes; KC-1, Kupffer cells-1; KC-2, Kupffer cells-2; KC-3, Kupffer cells-3; Neu, neutrophils; PC-1, pericentral hepatocytes-1; PC-2, pericentral hepatocytes-2; PP-1, periportal hepatocytes-1; PP-2, periportal hepatocytes-2; Stell, stellate cells; and T, T cells. *C*, number of differentially expressed genes (DEGs) in each cell type cluster of AEG-1^ΔMAC^ liver. Up, upregulated DEGs; Down, downregulated DEGs; Total, total number of upregulated and downregulated DEGs. *D*, dot plot showing expression of DEGs >+1 or <-1 _log2FC in each cell type cluster. The size of the dot indicates the percentage of expression (PE) of genes with respect to the proportion of cells within each cell type cluster. *E*, graphical summary showing activation or inhibition of key regulatory molecules, pathways, functions, and phenotypes in KC-1 of HF/HSD-fed AEG-1^ΔMAC^ liver compared with AEG-1^fl/fl^ liver. The shapes and colors are as indicated in Figure 4*C*. *F*, UMAP showing expression of the indicated genes in HF/HSD-fed AEG-1^fl/fl^ liver identified by scRNA-Seq. The *circles* show KC populations.

To unravel the effects of the DEGs in each cell type, the DEGs, with a p-adj of 0.05, were subjected to IPA. Table S3 shows the canonical pathways activated or inhibited in each cell type in AEG-1^ΔMAC^ liver *versus* AEG-1^fl/fl^ liver. In the KC-1 of AEG-1^ΔMAC^ liver, significant inhibition of macrophages was evident, as indicated by inhibition of the response of myeloid cells, immune response of macrophages, migration of antigen-presenting cells, orientation of macrophages, and engulfment of macrophages (*asterisks* in Fig. 5*E*). This observation is in line with our previous finding that AEG-1 is required for macrophage function (17). 

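The state of the cells in the largest macrophage-like cluster was followed with 2 gene lists. Of 16 genes of monocyte-derived macrophages, 15 had enough counts, and 12 of them were lower in the library labelled AEG-1 ΔMAC. Their median log2 ratio was -1.57 (95% interval -1.70 to -1.49), below every one of 10000 random lists matched on expression, whose 95% range was -0.30 to 0.22. The mean over cells of counts per 10000, with a pseudocount of 1 per cell class, moved this median most, to -1.16. Of 15 genes of resident Kupffer cells, 14 had enough counts, with a median of 0.11 (0.07 to 0.18), at percentile 87.8 of the random lists. Mmp12 and Gpnmb are on the monocyte-derived list and also among the leading genes of the cluster. With the labels as deposited, the genes of monocyte-derived macrophages are lower in the library in which Mtdh is higher.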

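Tnf lies on chromosome 17 from 35199381 to 35202007. In the largest macrophage-like cluster it had 62 counts in the library labelled AEG-1 ΔMAC and 150 in the library labelled AEG-1 fl/fl, or 20.7 and 25.4 CPM, a log2 ratio of -0.30 whose interval (-0.75 to 0.14) includes 0. Under the 11 alternatives, the log2 ratio of Tnf lay between -0.74 and 0.08. Ifng had 0 counts in that cluster in either library, which allows up to 3 counts, and 5 and 16 counts in T and NK cell-like cells. Il1b was higher in the library labelled AEG-1 ΔMAC, with 418 and 535 counts and a log2 ratio of 0.62 (0.43 to 0.81). A list of 24 inflammation genes, 23 with enough counts, had a median log2 ratio of -0.00 (-0.10 to 0.13), with 11 genes higher and 12 lower. This is percentile 74.8 of the random lists. Subtraction of the hepatocyte-like profile, chosen after the data were seen, gave 0.41. A list of 21 interferon-γ response genes had a median of -0.12 (-0.24 to -0.05), at percentile 24.2, and its sign changed to 0.17 with the same subtraction and to 0.02 with the mean over cells of counts per 10000.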

Inflammatory molecules, such as tumor necrosis factor α (TNFα) and interferon-γ, were inhibited in KC-1 of AEG-1^ΔMAC^ livers (*arrows* in Fig. 5*E*). 

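Adam8 (ENSMUSG00000025473) lies on chromosome 7 from 139978932 to 139992562. In the largest macrophage-like cluster it had 99 counts in the library labelled AEG-1 ΔMAC and 1773 in the library labelled AEG-1 fl/fl, or 33.0 CPM (95% interval 26.8 to 40.2) and 301 CPM (287 to 315). The log2 ratio was -3.19 (-3.49 to -2.89), and it stayed between -3.16 and -2.35 under the 11 alternatives tried. The largest move, to -2.35, came with the mean over cells of counts per 10000.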

ADAM metallopeptidase domain 8 (Adam8), known to activate TNF signaling (21), was significantly overexpressed in KC-1 of AEG-1^fl/fl^ livers compared with KC-1 of AEG-1^ΔMAC^ livers (Fig. 5*F*). Molecules known to regulate macrophage function and inflammation, such as CD63, prosaposin, and vascular cell adhesion molecule 1 (22, 23, 24), were also overexpressed in KC-1 of AEG-1^fl/fl^ livers *versus* AEG-1^ΔMAC^ livers (Fig. 5*F*). These genes were upregulated in hepatocytes and other cell types of AEG-1^fl/fl^ livers. But the highest level of upregulation was observed in KC-1 (Fig. 5*F*). 

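In the largest macrophage-like cluster, Cd63 (chromosome 10, 128900989 to 128912822) had 445 counts in the library labelled AEG-1 ΔMAC and 2717 in the library labelled AEG-1 fl/fl, or 148 and 461 CPM, a log2 ratio of -1.63 (95% interval -1.78 to -1.49). Psap, which encodes prosaposin (chromosome 10, 60277627 to 60302597), had 4393 and 18858 counts, or 1465 and 3198 CPM, and a log2 ratio of -1.13 (-1.17 to -1.08). Vcam1 (chromosome 3, 116109949 to 116129688) had 1308 and 5173 counts, or 436 and 877 CPM, and a log2 ratio of -1.01 (-1.10 to -0.92). All 3 genes were lower in the library labelled AEG-1 ΔMAC under each of the 11 alternatives, with the log2 ratio of Psap rising to -0.70 and that of Vcam1 to -0.60.

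**Figure D2:**
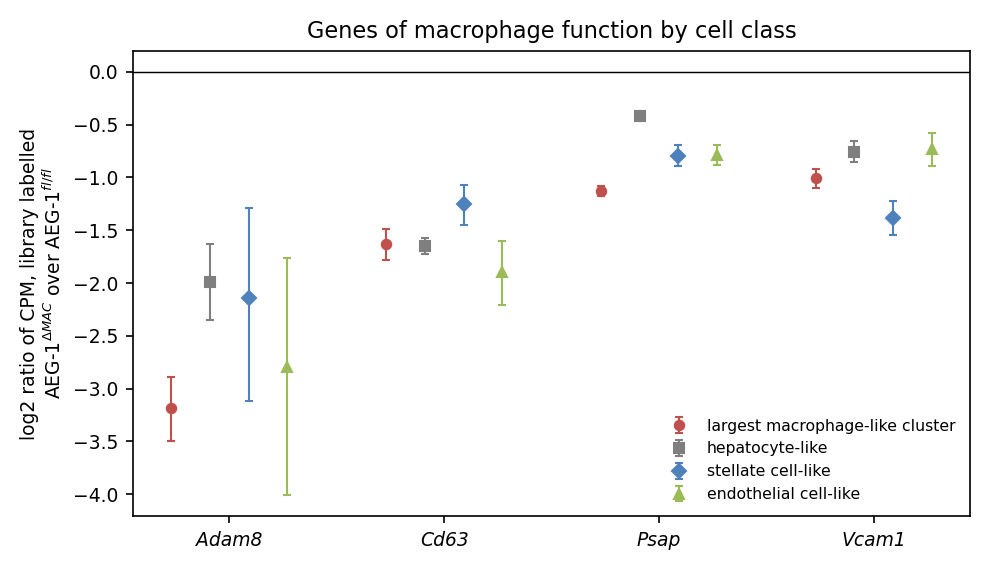
Log2 ratio of Adam8, Cd63, Psap and Vcam1 (y axis), AEG-1 ΔMAC-labelled over AEG-1 fl/fl-labelled library, in groups of cells (x axis). Points are ratios of summed counts and lines their 95% intervals for counting error. The points of the largest macrophage-like cluster lie at -3.19, -1.63, -1.13 and -1.01.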

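Outside the macrophage-like cells, Adam8 had a log2 ratio of -1.99 in hepatocyte-like, -2.15 in stellate cell-like (13 and 80 counts) and -2.80 in endothelial cell-like cells (9 and 51 counts), all above its value in the largest macrophage-like cluster. Cd63 was at -1.90 (-2.21 to -1.60) in endothelial cell-like cells and at -1.65 in hepatocyte-like cells, where it had 26.8 and 83.9 CPM. Both intervals hold its value in the largest macrophage-like cluster. Vcam1 was at -1.38 (-1.54 to -1.22, 404 and 1462 counts) in stellate cell-like cells and at -0.75 in hepatocyte-like cells. Psap was at -0.42 in hepatocyte-like, -0.79 in stellate cell-like, -0.78 in endothelial cell-like and -1.20 in B cell-like cells. Among these classes, Adam8 alone of the 4 genes had its lowest log2 ratio in the largest macrophage-like cluster. Its interval in endothelial cell-like cells (-4.01 to -1.76) holds the value of the cluster, as does that of Psap in B cell-like cells. By level, all 4 genes were highest in that cluster in the library labelled AEG-1 fl/fl, at 301, 461, 3198 and 877 CPM.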

The decrease in the number of KC-1 and their inhibitory status correlate with decreased F4/80 staining and inflammation observed in liver sections (Fig. 1, *E* and *G*). Concordant with ST findings, activation of PPARGC1 was also observed in KC-1 of AEG-1^ΔMAC^ livers (Fig. 5*E*).

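Ppargc1a had 8 counts in the library labelled AEG-1 ΔMAC and 7 in the library labelled AEG-1 fl/fl in the largest macrophage-like cluster, and its log2 ratio of 1.17 had an interval (-0.49 to 2.86) that includes 0. A list of 26 genes of fatty acid oxidation, 25 with enough counts, had a median log2 ratio of 0.36 (95% interval 0.29 to 0.42), with 23 genes higher in the library labelled AEG-1 ΔMAC. This is percentile 99.99 of the random lists. The list was also higher in T and NK cell-like (0.38) and B cell-like cells (0.29). It fell to 0.15 when the hepatocyte-like profile was subtracted, a subtraction chosen after the data were seen.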

Since we observed development of fibrosis only in AEG-1^fl/fl^ livers with HF/HSD feeding (Fig. 1*F*), we focused on the response of the stellate cells. Indeed, inhibition of TGFB1 and TGFB2 and inhibition of fibrosis of liver and extracellular matrix organization were notably observed in the stellate cells of HF/HSD-fed AEG-1^ΔMAC^ livers compared with those of AEG-1^fl/fl^ littermates (*arrows* and *asterisks* in Fig. 6*A*). 

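In stellate cell-like cells, Tgfb1 (chromosome 7, 25687002 to 25705077) had 180 counts in the library labelled AEG-1 ΔMAC and 456 in the library labelled AEG-1 fl/fl, or 71.1 and 129 CPM, a log2 ratio of -0.86 (95% interval -1.12 to -0.61). Tgfb2 (chromosome 1, 186622792 to 186705989) had 59 and 76 counts, or 23.3 and 21.6 CPM, and a log2 ratio of 0.11 (-0.40 to 0.62), so no difference was detectable at this depth. A list of 11 fibrosis genes had a median log2 ratio of -1.24 (-1.35 to -1.20), with all 11 genes lower in the library labelled AEG-1 ΔMAC and below every random list. Most of these genes are named by the paper, several of them picked from these same libraries, so this rank is no independent support. Hepatocyte RNA took a larger share of the counts in the library labelled AEG-1 ΔMAC, and the median of all genes in these cells was -0.18. Scaling of the class sums by edgeR's TMM method shifts every log2 ratio of this class up by 0.23 and takes the median of the list to -1.01. With the hepatocyte-like profile subtracted it was -0.63. For comparison, 9 stellate cell markers outside the list had a median of -0.62 (-0.72 to -0.53).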

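The fatty acid oxidation list, with 25 of its genes counted, had a median log2 ratio of 0.35 (95% interval 0.25 to 0.40) in stellate cell-like cells, with 19 genes higher and 6 lower in the library labelled AEG-1 ΔMAC, at percentile 99.93 of the random lists. Several of its genes are abundant in hepatocytes, whose RNA makes up a larger share of the counts in the library labelled AEG-1 ΔMAC. With the hepatocyte-like profile subtracted, the median was 0.34. Ppargc1a itself had 7 and 12 counts in these cells and a log2 ratio of -0.30, too few counts for a direction.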

Interestingly, activation of PPARGC1A, and consequently FAO, was also observed in these cells (*arrow* and *asterisk* in Fig. 6*A*). 

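Of the genes for collagens and matrix proteins, Col1a1 (chromosome 11, 94936224 to 94953042) had 5453 counts in stellate cell-like cells of the library labelled AEG-1 ΔMAC and 21934 in those of the library labelled AEG-1 fl/fl, or 2153 and 6226 CPM. Its log2 ratio was -1.53 (95% interval -1.57 to -1.49). Col3a1 (chromosome 1, 45311538 to 45349706) had 3072 and 7843 CPM and a log2 ratio of -1.35 (-1.39 to -1.32), and Col4a2 (chromosome 8, 11312805 to 11449287) 468 and 961 CPM and -1.04 (-1.13 to -0.94). For Col6a2 (chromosome 10, 76595762 to 76623630), 219 and 542 CPM gave a log2 ratio of -1.31 (-1.44 to -1.17). Mmp14 (chromosome 14, 54431612 to 54445364) had 236 and 761 counts and a log2 ratio of -1.21 (-1.43 to -1.00), and Lum (chromosome 10, 97565128 to 97572703) 348 and 1545 counts and -1.67 (-1.85 to -1.51). Subtraction of the hepatocyte-like profile moved each of the 6 genes most, Col1a1 to -0.85 and Col4a2 to -0.39, and left all 6 lower in the library labelled AEG-1 ΔMAC. These directions hold for the labels as deposited, against which Mtdh runs in macrophage-like cells.

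**Figure D3:**
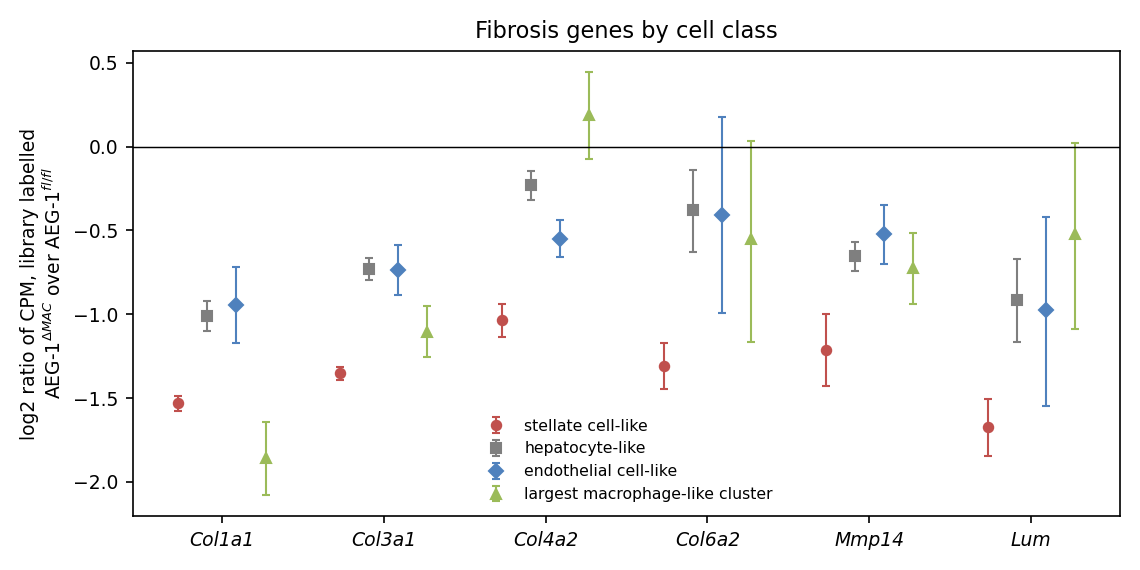
Log2 ratio of 6 fibrosis genes (y axis), AEG-1 ΔMAC-labelled over AEG-1 fl/fl-labelled library, in groups of cells (x axis). Points are ratios of summed counts and lines their 95% intervals for counting error. In stellate cell-like cells the points lie between -1.67 (Lum) and -1.04 (Col4a2).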

Genes known to promote fibrosis, such as collagen type I alpha 1 (Col1a1), collagen type IV alpha 2 (Col4a2), collagen type III alpha 1 (Col3a1), collagen type VI alpha 2 (Col6a2), matrix metallopeptidase 14 (Mmp14), and lumican (Lum) (25), were significantly overexpressed in the stellate cells of AEG-1^fl/fl^ livers *versus* AEG-1^ΔMAC^ livers (Fig. 6*B* and Table S4). 

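Beyond the stellate cell-like cells, Col1a1 was also lower in the library labelled AEG-1 ΔMAC in the largest macrophage-like cluster, with a log2 ratio of -1.86 (66.7 and 242 CPM), in hepatocyte-like cells at -1.01 (21.5 and 43.3 CPM) and in endothelial cell-like cells at -0.94 (69.4 and 134 CPM). Lum was at -0.97 (95% interval -1.55 to -0.42) in endothelial cell-like and at -0.91 in hepatocyte-like cells. Its interval in the largest macrophage-like cluster (-1.09 to 0.02) includes 0. Col6a2 was at -0.38 in hepatocyte-like cells, and its intervals include 0 in the largest macrophage-like cluster (-1.17 to 0.04) and in endothelial cell-like cells (-0.99 to 0.17). In cholangiocyte-like cells, Col1a1 was at -1.18 (-1.52 to -0.86) and Col6a2 at -1.87 (-3.38 to -0.66, 6 and 56 counts). In B cell-like cells, Col1a1 was at -4.50, from 2 and 63 counts. Col1a1 was higher in T and NK cell-like (0.72) and neutrophil-like cells (0.46), and Col6a2 in T and NK cell-like cells (1.97) and the low-count macrophage-like cluster (1.32). Their intervals include 0. The levels outside the stellate cell-like cells were far lower than within them, and free RNA is counted in every class.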

Col1a1, Col6a2, and Lum were exclusively overexpressed in the stellate cells of AEG-1^fl/fl^ livers (Fig. 6*B*). Metabolic and gene expression changes similar to stellate cells were also observed in the endothelial cells in HF/HSD-fed AEG-1^fl/fl^ livers (Fig. S9*A*). 

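In endothelial cell-like cells, the fibrosis list had a median log2 ratio of -0.55 (95% interval -0.69 to -0.48), with all 11 genes lower in the library labelled AEG-1 ΔMAC, at percentile 0.22 of the random lists. TMM scaling shifts every log2 ratio of this class up by 0.21 and gave a median of -0.34, and with the hepatocyte-like profile subtracted it was -0.02. The fatty acid oxidation list had a median of 0.14 (0.08 to 0.24), with 19 of 25 genes higher, at percentile 98.5. Its sign changed to -0.00 in the clustering without genes that differ over 2-fold and to -0.37 with the profile subtracted. Among single genes, the log2 ratio was -0.73 for Col3a1, -0.55 for Col4a2, -0.52 for Mmp14 and -0.67 (-0.85 to -0.50) for Tgfb1.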

We isolated KC from AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice and treated them with TGFβ inhibitor galunisertib (500 nM) for 24 h. After the treatment, the cells were washed thoroughly, and conditioned media (CM) were collected from these cells and added to HSCs isolated from WT C57BL/6 mice for 12 h. CM from AEG-1^fl/fl^ kC, but not from AEG-1^ΔMAC^ KC, induced expression of Acta2 (α-smooth muscle actin) and Col1a1 in HSCs, which were markedly downregulated upon treatment with galunisertib. These findings from KC-1 and stellate cells suggest that in HF/HSD-fed AEG-1^fl/fl^ livers, KC activation leads to activation of stellate cells and increased fibrosis, which are dampened in AEG-1^ΔMAC^ livers (Fig. 6*D*).

**Figure 6:**
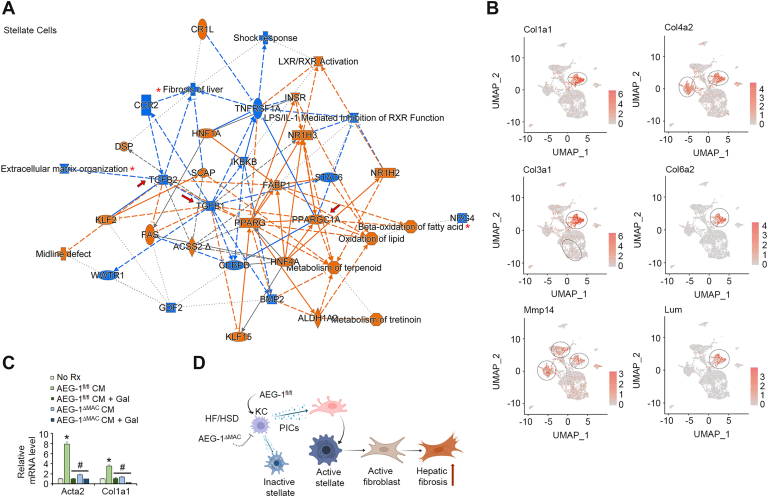
**Single-cell RNA-Seq (scRNA-Seq) identifies inhibition of hepatic fibrosis in high-fat diet (HFD)/high-sugar diet (HSD)–fed AEG-1^ΔMAC^ mice**. *A*, graphical summary showing activation or inhibition of key regulatory molecules, pathways, functions, and phenotypes in stellate cells of HF/HSD-fed AEG-1^ΔMAC^ liver compared with AEG-1^fl/fl^ liver. The shapes and colors are as indicated in Figure 4*C*. *B*, uniform manifold approximation and projection (UMAP) showing expression of the indicated genes in HF/HSD-fed AEG-1^fl/fl^ liver identified by scRNA-Seq. The *circles* show stellate cell populations. *C*, WT hepatic stellate cells (HSCs) were treated with the indicated conditioned media (CM), and expression of the indicated genes was detected by quantitative RT–PCR. Data represent mean ± SEM of triplicate experiments. Gal, galunisertib (500 nM) treatment. ∗*p* < 0.01 *versus* no Rx; #*p* < 0.01 *versus* AEG-1^fl/fl^ CM. *D*, *cartoon* showing the mechanism of increased fibrosis in HF/HSD-fed AEG-1^fl/fl^ liver. HF/HSD feeding activates KC in AEG-1^fl/fl^ liver, which releases proinflammatory cytokines (PICs). PICs activate stellate cells, which release collagens and other fibrogenic molecules, causing fibrosis. In AEG-1^ΔMAC^ liver, HF/HSD feeding does not activate KC, thereby abrogating fibrosis.

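In pericentral hepatocyte-like cells, the fatty acid oxidation list had a median log2 ratio of -0.10 (95% interval -0.14 to -0.08), with 10 of 26 genes higher in the library labelled AEG-1 ΔMAC, at percentile 3.11 of the random lists. A list of 14 lipogenesis genes had a median of 0.03 (0.01 to 0.06), at percentile 60.3. In periportal hepatocyte-like cells the 2 medians were -0.06 (percentile 9.67) and 0.32 (percentile 100).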

In the PC hepatocytes of HF/HSD-fed AEG-1^ΔMAC^ livers, the effect was less on metabolism. 

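A list of 22 proliferation genes, 20 with enough counts, had a median log2 ratio of -0.40 (95% interval -0.57 to -0.25) in pericentral hepatocyte-like cells of both clusters, with 19 genes lower in the library labelled AEG-1 ΔMAC, at percentile 0.11 of the random lists. The clustering without the named genes or genes that differ in any of 4 classes, chosen after the data were seen, moved it most, to -0.94. In the same cells, Tgfb1 had 301 and 570 counts and a log2 ratio of -0.56 (-0.77 to -0.36). Egf had 34 and 37 counts and a log2 ratio of 0.24, and Hif1a 376 and 438 counts and 0.14 (-0.07 to 0.34). Tnf had 17 and 16 counts and Il1b 60 and 71 counts, with log2 ratios of 0.45 and 0.11, so for these 4 genes no fall was detectable at this depth. The inflammation list had a median of -0.09 (-0.26 to 0.01), at percentile 25.8, and its sign changed to 0.02 in the clustering without the named genes. The log2 ratio of a gene does not measure the activity of the protein it encodes.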

Rather, a profound inhibition of proliferation and migration and in general development of tumors, along with inhibition of epidermal growth factor and TGFB1, and inhibition of angiogenesis and its regulator HIF1A and inflammatory mediators TNF and interleukin 1 (IL) beta, were observed in PC-1 hepatocytes (*arrows* and *asterisks* in Fig. 7*A*). Similar findings were observed in PC-2 hepatocytes (Fig. S9*B*). 

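In periportal hepatocyte-like cells, Ikbkb (chromosome 8, 22659212 to 22706589) had 886 counts in the library labelled AEG-1 ΔMAC and 962 in the library labelled AEG-1 fl/fl, a log2 ratio of 0.10 (95% interval -0.04 to 0.23). Ikbkg (chromosome X, 74393290 to 74453854) had 1935 and 1856 counts and a log2 ratio of 0.28 (0.18 to 0.37). The interferon-γ response list had a median of 0.04 (-0.08 to 0.15), at percentile 84.5 of the random lists, and the inflammation list 0.01 (-0.11 to 0.16), at percentile 83.1. The mean over cells of counts per 10000 changed their signs, to -0.16 and -0.13. The proliferation list had a median of -0.45 (-0.60 to -0.27) in these cells, with 15 of 21 genes lower, at percentile 0.18.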

Compared with PC hepatocytes, effects were much less pronounced in PP hepatocytes, with inhibition of interferon-γ and inhibitors of nuclear factor kappa B kinase subunit beta and gamma (IKBKB and IKBKG, respectively) regulating inflammation (Fig. S9*C*) in PP-2 hepatocytes of AEG-1^ΔMAC^ livers. No meaningful change was observed in PP-1 hepatocytes (data not shown). Accordingly, tumor-promoting genes, such as epidermal growth factor receptor (Egfr) and lipocalin 2 (Lcn2), were significantly overexpressed, and tumor suppressor genes, such as glycine *N*-methyltransferase (Gnmt) and 4-hydroxyphenylpyruvate dioxygenase (Hpd), were significantly downregulated in the hepatocytes of AEG-1^fl/fl^ livers *versus* AEG-1^ΔMAC^ livers (Fig. 7*B* and Table S4) (26, 27, 28, 29). These analyses indicate that deletion of AEG-1 from myeloid cells exerts a profound effect on other cells in the liver, resulting in inhibition of steatosis, inflammation, and fibrosis.

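In hepatocyte-like cells, Egfr (chromosome 11, 16752203 to 16918158) had 9888 counts in the library labelled AEG-1 ΔMAC and 32773 in the library labelled AEG-1 fl/fl, or 148 and 463 CPM, a log2 ratio of -1.65 (95% interval -1.68 to -1.62). Lcn2 (chromosome 2, 32384633 to 32388252) had 180 and 417 CPM and a log2 ratio of -1.21 (-1.25 to -1.18). Gnmt (chromosome 17, 46725664 to 46729168) had 1798 and 844 CPM and a log2 ratio of 1.09 (1.08 to 1.10), and Hpd (chromosome 5, 123171807 to 123182727) 876 and 526 CPM and 0.74 (0.72 to 0.75). All 4 genes differed the same way in pericentral and periportal hepatocyte-like cells, with log2 ratios of -1.71 and -1.37 for Egfr, -1.27 and -0.93 for Lcn2, 1.47 and 0.89 for Gnmt and 1.09 and 0.33 for Hpd. Egfr is also on a list of genes with male-biased expression in liver, which as a whole was lower in the library labelled AEG-1 ΔMAC (median -0.27 over 16 genes). Under the 10 alternatives tried, the log2 ratio of Egfr stayed between -1.78 and -1.62 and that of Hpd between 0.71 and 0.77. These values describe 2 libraries whose Mtdh level in macrophage-like cells runs against their labels. From such differences between the genotypes in Kupffer cells, stellate cells and hepatocytes, the paper concludes that AEG-1 in myeloid cells acts on the other cells of the liver. The paper also treated wild-type stellate cells with media from Kupffer cells of both genotypes, and adipocytes with media from macrophages. Those experiments do not rest on these libraries and were not analysed here.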

**Figure 7:**
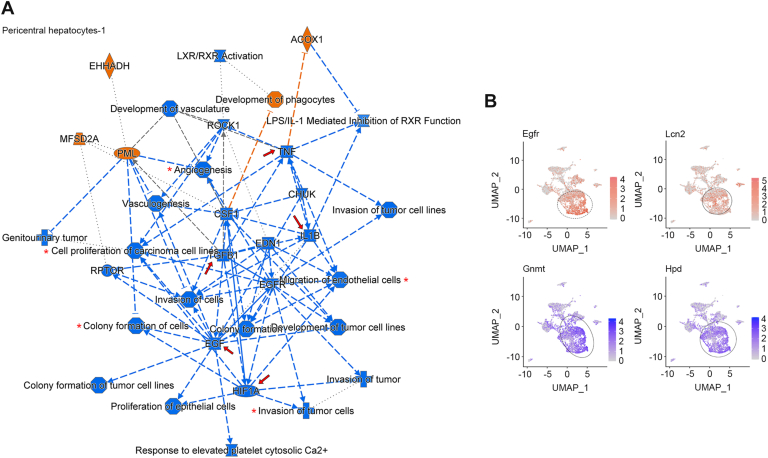
**Single-cell RNA-Seq (scRNA-Seq) identifies inhibition of hepatocyte proliferation and migration in high-fat diet (HFD)/high-sugar diet (HSD)–fed AEG-1^ΔMAC^ mice**. *A*, graphical summary showing activation or inhibition of key regulatory molecules, pathways, functions, and phenotypes in pericentral hepatocytes-1 of HF/HSD-fed AEG-1^ΔMAC^ liver compared with AEG-1^fl/fl^ liver. The shapes and colors are as indicated in Figure 4*C*. *B*, uniform manifold approximation and projection showing expression of the indicated genes in HF/HSD-fed AEG-1^fl/fl^ liver identified by scRNA-Seq. The *circles* show hepatocyte populations.

### Inflammation in mesenteric fat is inhibited in AEG-1^ΔMAC^ mice

HF/HSD-induced adipose tissue (AT) inflammation plays a central role in MASH development. Mesenteric fat weight and adipocyte cell size area in HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates of both sexes were significantly higher than those of corresponding CD-fed mice (Fig. 8, *A* and *B*). However, on HF/HSD, both these parameters of AEG-1^ΔMAC^ mice were significantly less than those of AEG-1^fl/fl^ mice (Fig. 8, *A* and *B*). A significantly increased inflammation was observed in HF/HSD-fed AEG-1^fl/fl^ mice compared with AEG-1^ΔMAC^ littermates in both males and females (Fig. 8, *C* and *D*, *arrows* in Figure 8*C* showing inflammatory infiltrates). Stromal vascular fraction was isolated from the inguinal fat pad of C57BL/6 mice and was differentiated into adipocytes (Fig. 8*E*). The adipocytes were treated with CM from macrophages isolated from AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice for 12 h. CM from AEG-1^fl/fl^ macrophages, but not from AEG-1^ΔMAC^ macrophages, induced expression of Tnfa and Il6 in adipocytes (Fig. 8*E*). These findings suggest that in AEG-1^fl/fl^ mice, HF/HSD feeding activates adipose tissue macrophages (ATMs), which induce lipolysis in adipocytes. FFAs are liberated from the adipocytes and enter the liver, where they are stored as TG causing hepatic steatosis (Fig. 8*F*).

**Figure 8:**
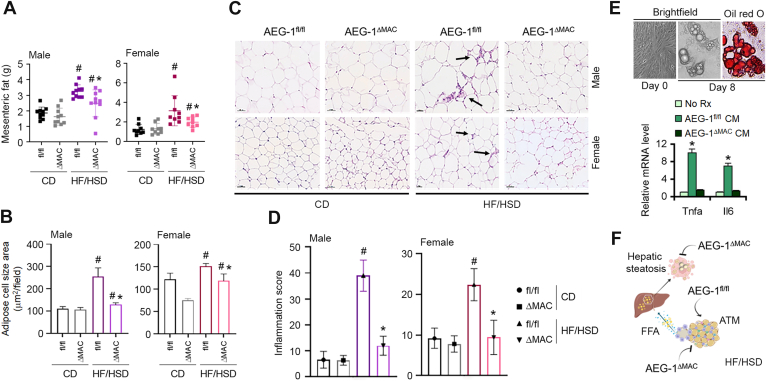
**Inflammation in mesenteric fat is abrogated in high-fat diet (HFD)/high-sugar diet (HSD)–fed AEG-1^ΔMAC^ mice**. *A* and *B*, measurement of mesenteric fat weights (*A*) and adipocyte cell size area (*B*) in the indicated groups at the end of the experiment. For *A* and *B*, data represent mean ± SEM; #*p* < 0.05 *versus* corresponding control diet (CD)–fed mice; ∗*p* < 0.05 between HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice. *C*, representative photomicrographs of formalin-fixed paraffin-embedded (FFPE) sections of mesenteric fat in the indicated groups at the end of the experiment. Magnification: 400x. *Arrows* indicate inflammatory infiltrate. *D*, quantification of inflammatory infiltrate (inflammation score) in mesenteric fat of the indicated groups at the end of the experiment. Data represent mean ± SEM; #*p* < 0.05 *versus* corresponding CD-fed mice; ∗*p* < 0.05 between HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice. *E*, *top*, representative images of stromal vascular fraction (SVF) cells differentiated into adipocytes for 8 days (*top*). Oil Red O staining on day 8 indicates lipid accumulation. *Bottom*, differentiated adipocytes were treated with the indicated conditioned media, and expression of the indicated PICs was detected by quantitative RT–PCR. Data represent mean ± SEM of triplicate experiments. ∗*p* < 0.01 *versus* the other two groups. *F*, *cartoon* showing the role of adipose tissue inflammation in the development of hepatic steatosis in AEG-1^fl/fl^ mice. HF/HSD feeding activates adipose tissue macrophages (ATMs), which induce lipolysis in adipocytes. Free fatty acids (FFAs) are liberated from the adipocytes and enter the liver, where they are stored as triglyceride, causing hepatic steatosis. These events are inhibited in AEG-1^ΔMAC^ mice. PIC, proinflammatory cytokine.

## Discussion

The role of AEG-1 in regulating inflammation and macrophage function is well established (8, 17, 30, 31, 32). As such, it is anticipated that hepatic inflammation would be inhibited in HF/HSD-fed AEG-1^ΔMAC^ mice. The intriguing finding from our study is that hepatic steatosis, inflammation, and fibrosis, all are inhibited when AEG-1^ΔMAC^ mice were fed HF/HSD. Indeed, macrophages work both in the AT and in the liver, playing a crucial role in MASH development and progression (33). Following energy imbalance in obesity, adipocyte hypertrophy and local hypoxia induce accumulation of ATMs and instigate a switch in the phenotype of ATMs from an anti-inflammatory to a proinflammatory state (33, 34). In lean AT, anti-inflammatory cytokines secreted by resident ATMs, such as ILs 4 and 10, help maintain insulin sensitivity by counteracting inflammatory responses. Following adipocyte hypertrophy, the secretion of chemoattractants, such as C-C motif chemokine ligand 2 and 3, contributes to macrophage recruitment and production of PICs, including TNFα, IL-6, and IL-1β, which act as the main effectors of impaired adipocyte function and inflammatory signals (33, 34, 35). Adipocytes are highly insulin sensitive, but PICs inhibit insulin action by activating proinflammatory kinases, such as IκB kinase and Janus N-terminal kinase, which phosphorylate and deactivate insulin receptor substrate-1 (34, 36, 37). Inhibition of insulin function results in increased lipolysis, which results in increased release of FFAs in the circulation, with subsequent accumulation in the liver as TG (36, 38, 39). Inflammation of visceral adipose tissue, rather than inflammation of inguinal or subcutaneous white adipose tissue, contributes to obesity-associated metabolic disorders (40, 41). In HF/HSD-fed AEG-1^ΔMAC^ mice, mesenteric fat weight, adipocyte size, and inflammation were significantly less compared with those of HF/HSD-fed AEG-1^fl/fl^ mice (Fig. 8). While WT adipocytes responded to CM from AEG-1^fl/fl^ macrophages by inducing expression of PICs, CM from AEG-1^ΔMAC^ macrophages failed to initiate such a response (Fig. 8*E*).

FFAs are also generated by DNL in the liver and stored as TG (42). Inhibition of FAO contributes to hepatic steatosis, and enzymes regulating DNL, such as FASN, and FAO, such as ACOX1, play an important role in promoting MASH (43, 44). Indeed, hepatic FFA was significantly decreased in the livers of HF/HSD-fed AEG-1^ΔMAC^ mice *versus* AEG-1^fl/fl^ mice (Fig. 2*C*). In addition, in hepatocytes, FASN was decreased, and ACOX1 was increased in the hepatocytes of HF/HSD-fed AEG-1^ΔMAC^ mice. 

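In the single-cell data of hepatocyte-like cells, Fasn (chromosome 11, 120805846 to 120824547) had 60035 counts in the library labelled AEG-1 ΔMAC and 53055 in the library labelled AEG-1 fl/fl, or 896 and 750 CPM, a log2 ratio of 0.26 (95% interval 0.24 to 0.27). Under the 10 alternatives tried, the log2 ratio of Fasn stayed between 0.23 and 0.28. In pericentral hepatocyte-like cells, Fasn had a log2 ratio of 0.04, and in periportal ones 0.57. The lipogenesis list had a median of 0.16 in hepatocyte-like cells, with 9 of 14 genes higher, at percentile 98.2 of the random lists.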

Altogether, our findings suggest that the lack of systemic inflammation in AEG-1^ΔMAC^ mice protects them from HF/HSD-induced MASH.

With CD feeding, the changes observed in the hepatocytes of AEG-1^ΔMAC^ mice were mainly metabolic changes, predominantly changes in lipid and carbohydrate metabolism, leading to inhibition of hepatic steatosis and a decrease in the concentration of sterols (Figs. 3, *F* and *G*, 4*C*, S6, S7, S8). In this scenario, genes activated by the hepatocarcinogen *N*-nitrosodiethylamine were also downregulated in the hepatocytes of AEG-1^ΔMAC^ mice (Figs. 4, *C* and *D*, S6, S7, S8). In the PC hepatocytes of HF/HSD-fed AEG-1^ΔMAC^ mice, metabolic changes were less pronounced; rather, a significant inhibition in genes regulating cell proliferation and migration was observed in these cells (Figs. 7*A*, S9*B*), which is in line with the finding that PC hepatocytes predominantly give rise to HCC (45). These observations indicate that even though overt HCC formation was not detectable with 20 weeks of HF/HSD feeding in AEG-1^fl/fl^ mice, the process has already started at gene expression levels. Accordingly, genes regulating cancer hallmarks, such as proliferation and migration, are robustly upregulated in HF/HSD-fed AEG-1^fl/fl^ mice. Epidermal growth factor receptor overexpression not only contributes to proliferation but also to drug resistance in HCC patients (26), and it is strongly overexpressed in HF/HSD-fed hepatocytes in AEG-1^fl/fl^ mice (Fig. 7*B*). Similar overexpression of LCN2, an iron-sequestering cytokine, which is overexpressed in HCC and protects from ferroptosis (28), was also observed in these hepatocytes (Fig. 7*B*). GNMT, the main enzyme responsible for removing excess *S*-adenosylmethionine, is markedly downregulated in HCC patients, and Gnmt knockout mice develop steatosis and HCC (27). HPD is responsible for tyrosine catabolism, and HPD downregulation leads to tyrosine accumulation and eventually HCC development (29). Both these key enzymes, which function as tumor suppressor genes, are downregulated in HF/HSD-fed hepatocytes in AEG-1^fl/fl^ mice (Fig. 7*B*). In AEG-1^ΔMAC^ mice, the lack of inflammation precludes a favorable environment for HCC development. Concordantly, there is decreased expression of genes regulating HCC in the hepatocytes of AEG-1^ΔMAC^ mice. Under CD feeding, deletion of AEG-1 from myeloid cells, which protects from systemic inflammation, improves hepatocyte function by preventing hepatic steatosis, inflammation, and tumorigenesis. This observation further supports the dogma that neutraceuticals, having anti-inflammatory properties, exert a beneficial effect in normal individuals, protecting them from metabolic dysfunction–associated diseases (46).

One important question is how deletion of AEG-1 in myeloid cells alters gene expression in hepatocytes and other nonparenchymal cells in the liver. PPARA activation is an intrinsic AEG-1 function and is expected in AEG-1-deleted KC. However, PPAR activation is also observed in hepatocytes, stellate, and endothelial cells in the liver of AEG-1^ΔMAC^ mice. Similarly, inhibition of PICs is observed not only in KC but also in hepatocytes and stellate cells, in the livers of AEG-1^ΔMAC^ mice. 

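Ppara (chromosome 15, 85734983 to 85802819) had a log2 ratio of 0.02 in hepatocyte-like, 0.61 in stellate cell-like and 0.55 in endothelial cell-like cells. It was 0.41 (0.19 to 0.63) in the largest macrophage-like cluster. In T and NK cell-like (0.51, with -0.31 to 1.31) and B cell-like cells (0.75, with -0.19 to 1.71) the intervals include 0. In the low-count macrophage-like cluster it was 0.04 (-0.36 to 0.44), and in cholangiocyte-like cells -0.35 (-0.57 to -0.13). Free hepatocyte RNA also reaches these classes. The fatty acid oxidation list had a median of -0.10 (95% interval -0.11 to -0.08) in hepatocyte-like cells of all zones, with 16 of 26 genes lower in the library labelled AEG-1 ΔMAC, at percentile 3.24 of the random lists.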

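The inflammation list had a median log2 ratio of -0.05 (95% interval -0.13 to 0.04) in hepatocyte-like cells, at percentile 29.1 of the random lists, and of -0.32 (-0.62 to -0.16) in stellate cell-like cells, at percentile 21.9. The interferon-γ response list had a median of 0.02 and -0.44 (-0.62 to -0.33) in the same classes, at percentiles 60.3 and 0.52. Among single cytokine genes in stellate cell-like cells, Il1b was higher in the library labelled AEG-1 ΔMAC, at 1.42 (0.86 to 2.00, 79 and 41 counts). In hepatocyte-like cells its log2 ratio was 0.41 (0.13 to 0.70), and the sign changed to -0.31 with the mean over cells of counts per 10000. Tnf was at 1.45 (0.86 to 2.07, 88 and 34 counts) in hepatocyte-like cells, and at 0.18 without the 6% of cells with the highest doublet scores, an alternative chosen after the data were seen.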

One potential explanation is that AEG-1 is induced by PICs (47, 48). AEG-1 was originally cloned as a TNF-inducible gene (47). 

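Shares of cells with a count of Mtdh depend on depth, so each cell was thinned to 2000 counts. In the library labelled AEG-1 fl/fl, Mtdh was then found in 11.8% (95% interval 10.1 to 13.6) of hepatocyte-like cells, 19.3% (14.8 to 24.6) of stellate cell-like cells and 20.0% (15.9 to 24.6) of endothelial cell-like cells. In the library labelled AEG-1 ΔMAC the shares were 11.2% (9.61 to 13.0), 21.6% (15.9 to 28.3) and 17.7% (13.5 to 22.6), with intervals that overlap those of the other library. The largest macrophage-like cluster had 5.14% (3.44 to 7.34, 28 of 545 cells) in the library labelled AEG-1 fl/fl and 22.9% (17.5 to 28.9, 51 of 223 cells) in the library labelled AEG-1 ΔMAC. In CPM, Mtdh was at 62.3 and 58.4 in hepatocyte-like, 94.8 and 92.0 in stellate cell-like and 82.2 and 83.7 in endothelial cell-like cells of the libraries labelled AEG-1 ΔMAC and AEG-1 fl/fl. Hepatocyte RNA, at its share in each class, would give 44.5 and 29.2 CPM of these in stellate cell-like and 44.6 and 32.5 CPM in endothelial cell-like cells, and the shares of cells with a count are not corrected for it.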

In AEG-1^fl/fl^ mice, PICs released from macrophages might induce AEG-1 in other cells, augmenting intrinsic AEG-1 activity, whereas in AEG-1^ΔMAC^ mice, the lack of PICs would preclude AEG-1 induction in hepatocytes and other nonparenchymal cells.

We previously documented that RNAi-mediated AEG-1 inhibition using hepatocyte-targeted nanoparticles protected mice from HFD-induced MASH (8). Our present findings suggest that siRNA for AEG-1 delivered *via* macrophage-targeted nanoparticles might also provide similar protection. Targeting AEG-1 in both hepatocytes and macrophages might provide added benefit. Our present studies pave the way for the evaluation of these strategies as a future direction.

## Experimental procedures

### Mouse

All animal studies were approved by the Institutional Animal Care and Use Committee at Virginia Commonwealth University (Richmond, VA) and were performed in accordance with the Animal Welfare Act and Regulations (USDA) and the PHS Policy on Humane Care and Use of Laboratory Animals. The generation and characterization of myeloid cell-specific conditional AEG-1 knockout mouse (AEG-1^ΔMAC^) using Cre-*loxP* transgenic recombinase technology has been described (17). Floxed AEG-1 mice (AEG-1^fl/fl^) were developed in the C57BL/6/J background (B6.129P2-*Lyz2*^*tm1(cre)lfo*^/J; Jackson Laboratories) (30), followed by crossing with LysM/Cre mouse (49) to generate AEG-1^ΔMAC^ mouse. For the HF/HSD experiments, both male and female (n = 11) mice were fed ad libitum with irradiated HF/HSD containing 40 kcal% fat, 20 kcal% fructose, and 2% cholesterol or matched control (CD) containing 10 kcal% fat for 20 weeks starting at 7 weeks of age (Research Diets, catalog nos.: D09100310i and D09100304i). At the end of the experiment, blood, liver, and experimental organs were collected from the sacrificed animals. Hepatic panel test was performed by the VCU Molecular Diagnostic Laboratory, Department of Pathology, using standard procedures.

### Isolation of cells and culture conditions

Stromal vascular fraction was isolated from inguinal fat pad of WT C57BL/6/J mice and differentiated into adipocytes using 5 μg/ml insulin (Sigma–Aldrich; catalog no.: I9278), 1 μM dexamethasone (Sigma–Aldrich; catalog no.: D1756), 0.5 mM 3-isobutyl1-methylxanthine (Sigma–Aldrich; catalog no.: I5879), and 125 μM indomethacin (Sigma–Aldrich; catalog no.: I7378) as described (50). Bone marrow–derived macrophages, KCs, and HSCs were isolated and cultured as described (17, 51, 52, 53). Galunisertib was obtained from MedChemExpress (catalog no.: HY-13226).

### Histopathology and immunohistochemistry

Liver tissues were fixed in 10% neutral-buffered formalin and embedded in paraffin. Formalin-fixed paraffin-embedded (FFPE) sections were prepared in VCU Tissue and Data Acquisition and Analysis Core facility and stained with H&E. Immunohistochemistry was performed on these sections as described previously (54) using primary antibodies, such as anti–PLIN2/adipophilin (rabbit; Novus Biologicals; catalog nos.: NB110-40877; 1:200 dilution); F4/80 antibody (rat; Bio-Rad; catalog no.: MCA497R; 1:100 dilution) and antineutrophil antibody (rat; Abcam; catalog no.: ab2557; 1:100 dilution). H-scoring (% positive cells x intensity) was used to quantify individual markers within each region of interest (55). Images were captured using an Olympus BX41 microscope.

### Sirius red staining

Sirius red staining was performed on FFPE tissue sections as described (8). Nuclei staining was done using Weigert’s (Abcam; catalog no.: ab24588) hematoxylin for 8 min, followed by washing with running tap water for 10 min. Incubation with 1.3% aqueous picric acid solution containing 0.1% Sirius red F3B or Direct red 80 (Sigma; catalog no.: 365548) for 1 h at room temperature was performed, followed by washing with 0.5% acidified water (glacial acetic acid solution) for two times, each for 5 min. Slides were dehydrated using 100% ethanol for three times each for 2 min and mounted.

### Measurement of hepatic cholesterol, TGs, and FFAs

Cholesterol assay (Abcam; catalog no.: ab65390) and TG assay (Abcam; catalog no.: ab65336) were performed to quantify TC, HDL, VLDL, FC, and total TG from the flash-frozen liver tissue stored at −80 °C and blood plasma samples as per the manufacturer’s protocol of fluorometric assay. The liver tissue (50 mg) was used for chloroform-free method lipid extraction analysis as per the protocol (Abcam; catalog no.: ab211044). The extracted liquid lipid was dried and resuspended in buffer and sonicated as per the protocol. To quantify the FFA, sonicated lipid samples were used with a modification in the procedure for fatty acid isolation using 150 μl of fatty acid assay buffer (Abcam; catalog no.: ab65341), as per the manufacturer’s protocol of fluorometric assay used for palmitic acid standard preparation.

### Total RNA extraction, complementary DNA preparation and quantitative RT–PCR

Total RNA was extracted using the QIAGEN miRNeasy Mini Kit (QIAGEN). Complementary DNA preparation was done using the ABI Complementary DNA Synthesis Kit (Applied Biosystems). Quantitative RT–PCR was performed using an ABI ViiA7 fast real-time PCR system and TaqMan gene expression assays according to the manufacturer’s protocol (Applied Biosystem).

### Spatial transcriptomics

ST analysis was performed on liver sections of CD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ littermates. 10X Genomics experimental workflows were described in our previous publication (56). Mice tissue preparations, including liver tissue collection and slide mounting, were performed according to protocol CG000408 (Rev A). RNA was isolated using the RNeasy FFPE kit (Qiagen; catalog no.: 73504), and quality control was assessed by the RNA 6000 Pico Kit (Agilent; 5067-1513). Following the tissue adhesion test according to protocol CG000408 (Rev A), fixation, staining, imaging, and decrosslinking were performed with tissue sections placed on the Visium Spatial Gene Expression slide as per the protocol CG000409 (Rev C). Visium Spatial for FFPE Gene Expression Kit, Mouse Transcriptome (PN-1000339), and user guide CG000407 (Rev D) were utilized for probe hybridization steps to construct the spatial transcriptome library. The loaded library was sequenced using the Illumina NextSeq 2000 system to read pairs per sample. Bioinformatics analysis was conducted in the following steps. Briefly, raw reads including spatial context from the 10x Visium platform were processed using Space Ranger v2.0.1 with the GEX-mm10 to 2020-A reference genome and probe set to generate gene-count matrices and spatial mapping, resulting in over 2000 spatial spots per tissue sample. Filtered matrices were imported into R using the Seurat package (v5). Spots with read counts over 50,000, fewer than 100 features, or more than 7000 features were removed. Gene expression was first normalized by SCTransformation, which applied regularized negative binomial regression to remove technical variation while preserving biological signals. Samples were merged into a single R object for joint dimensionality reduction and clustering. Dimensionality was reduced to 50 principal components using principal component analysis. This is followed by nearest neighborhood graph construction with shared nearest neighbor and unsupervised clustering of spots with the Louvain algorithm. Clusters were visualized using uniform manifold approximation and projection and spatial plots. For each cell population, differential expression analysis between the two conditions was performed using MAST (https://github.com/RGLab/MAST). To identify major cell types and liver zonation, spots were reclustered using gene markers with high specificity for cell type and zonation pattern in the liver tissue, allowing identification of KCs, cholangiocytes, stellate cells, and the three liver zones. We used Seurat's FindMarkers function for identifying the DEGs for each cluster. Comparisons were performed between each cluster and all remaining cells using the default Wilcoxon rank-sum test. To mitigate the effects of sparsity and reduce computational cost, genes were prefiltered to require detection in at least 25% of cells in either of the two populations (min.pct = 0.25) and a minimum log-fold change of 0.25 (logfc.threshold = 0.25). Markers were subsequently prioritized based on their adjusted *p* values and average log-fold change. The Gene Expression Omnibus (GEO) Series accession number of the dataset is GSE302842 (reviewer token: ahqjcsouvrwbxat).

### Single-cell RNA-Seq

Liver tissues from HF/HSD-fed AEG-1^fl/fl^ and AEG-1^ΔMAC^ mice were used for scRNA-Seq analysis as described in our previous publication with minor modifications (57). Following the 10X Genomics Chromium Fixed RNA Profiling protocol CG000553 (Rev B) and CG000477 (Rev C) outlines for flash-frozen stored tissue, liver tissues were collected, weighing 20 to 25 mg, for fixation.

#### Tissue mincing, fixation, and dissociation

Tissues were minced into small pieces with a blade decontaminated using RNAaseZAP solution (Invitrogen; catalog no.: AM9780). 10X Genomics Next Gel Bead in Emulsion (GEM) Single Cell Fixed RNA Sample Preparation Kit (PN1000414) was used in the following steps. Tissue pieces were suspended in freshly prepared diluted fixation buffer for 16 to 24 h at 4 °C. After centrifugation (3200*g*, 10 min) and removal of fixation buffer, the tissue pieces were resuspended in Quenching buffer. The tissues were dissociated in 2 ml Liberase TL (Millipore, Sigma; catalog no.: 5401020001) diluted in RPMI1640 media (Gibco, Thermo Fisher Scientific; catalog no.: 11875093) to a concentration of 0.02 mg/ml and incubated at 37°C using a thermomixer for 45 min at 500 rpm. The tissue was manually triturated using a P1000 pipette approximately every 5 to 10 min, until the solution became cloudy. The sample was passed through a 40 μm filter (Corning, Lifesciences; catalog no.: 431750) to obtain a single-cell suspension. Cells were counted using a Corning CytoSMART cell counter to ensure the cell number was within the required range for hybridization.

#### Probe hybridization, GEM generation, and barcoding

The following steps were performed using the following 10X Genomics kits: Chromium Next GEM Single Cell Fixed RNA Mouse Transcriptome Probe kit (PN1000490) and Chromium Fixed RNA kit, Mouse Transcriptome (PN1000495). As per the 10X Genomics protocol (CG000477, Rev C) guidelines, probe hybridization steps were performed by resuspending the cell pellets (approximately 1 x 10^6^ cells/reaction) with Hyb Mix and Mouse WTA Probes BC001 (PN2000703) for 16 to 24 h at 42 °C in a thermomixer (heated lid, no shaking). Posthybridization procedures were completed by washing and resuspending the tissue pellet three times in Post-Hyb Buffer (PN2000533) solution. Following the wash steps, the recovered cells were quantified using Ethidium Homodimer-1 (Thermo Fisher Scientific; catalog no.: E1169) and Countess II FL Automated cell counter with red fluorescence protein positive intensity to determine the accurate concentration of the cells. GEMs were generated using the 10X Genomics Chromium Controller and the Chromium Next GEM Chip Q, with a targeted cell recovery of 4000 cells. GEMs were broken with recovery agent (PN220016), preamplification PCR was performed, and DNA purified with SPRIselect reagent (Beckman Coulter; catalog no.: B23317). Cycle number for the sample index PCR was determined using a QuantStudio 3, KAPA SYBR FAST quantitative PCR master mix/ROX Low dye (Roche; catalog no.: KK4600), and TS Primer Mix A (10X Genomics; catalog no.: 2000447). The library was constructed by running the sample index PCR program with unique primer index sets from the Dual Index Plate TS set A (PN3000511) for 14 cycles. SPRIselect reagent was used at 1X ratio to separate small fragments from the PCR product and insert size determined by Agilent Bioanalyzer high-sensitivity chip for library quantification. GEX library sequencing was performed by using Illumina NextSeq2000 and Cell Ranger, version 7.0.1 was used to align the sequence reads against the Gex-mm10 to 2020-A reference genome, producing approximately 200 million reads per sample. In summary, scRNA-Seq data were analyzed using the Seurat (V5) R package. We performed quality control and data processing by removing genes expressed in fewer than three cells and filtering out low-quality cells with fewer than 100 expressed genes or more than 10% mitochondrial transcripts. Subsequently, the count matrices were log-transformed to normalize the data. Next, we identified highly variable genes in each sample using the variance-stabilizing transformation and then applied the anchor-based integration to minimize batch effects and technical variability across samples. Following integration, we employed principal component analysis to reduce the dimensionality of the data to 50 principal components. We subsequently grouped cells into 14 distinct clusters using shared nearest neighbor and the Louvain algorithm. Cell-type identities were assigned through a combination of scType-based prediction and manual annotation using literature-based marker genes (58). Differential expression analysis was conducted with MAST, with significance defined as *p*-value <0.05 and absolute log2 fold change >0.25, revealing transcriptional differences across samples. The GEO Series accession number of the dataset is GSE302723 (reviewer token: ghajkweevxwjrop).

### R program data visualization and IPA

Heatmaps, GO bar plots, volcano plots, cnetplots, and dot plots data analyses were done using RStudio program (version 4.4.1; https://posit.co/products/open-source/rstudio) and Bioconductor packages. IPA was performed using the in-built analysis software to determine the canonical pathways and interactive gene regulators.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism, version 9 software (GraphPad Software, Inc). All calculations were analyzed at the level of significance *p* < 0.05 using Tukey's multiple comparisons test of two-way ANOVA.

## Data availability

All data are contained within the article. The GEO Series accession number of the ST dataset is GSE302842 (reviewer token: ahqjcsouvrwbxat). The GEO Series accession number of the scRNA-Seq dataset is GSE302723 (reviewer token: ghajkweevxwjrop).

## Supporting information

This article contains supporting information.

## Conflict of interests

The authors declare that they have no conflicts of interest with the contents of this article

# Supplementary material for: Myeloid AEG-1/MTDH drives inflammation and hepatocellular dysfunction in diet-induced steatohepatitis
**Source:** J Biol Chem. 2025 Dec 23;302(2):111101. doi: 10.1016/j.jbc.2025.111101
**Supplement:** Supplementary Material

## **Supplementary Figure Legends**

Figure S1. Representative photographs of livers of the indicated groups at the end of the experiment.

Figure S2. Representative images of hematoxylin eosin (H & E)-stained formalin-fixed paraffin embedded (FFPE) liver sections of control diet (CD)-fed AEG-1<sup>fl/fl</sup> and AEG-1<sup>ΔMAC</sup> littermates.

Figure S3. Gene Ontology Cnetplot showing interactions of DEGs shown in Fig. 3D with functional networks, such as biosynthetic processes (A), homeostasis (B) and proliferation and differentiation (C) in CD-fed AEG-1<sup>ΔMAC</sup> mice.

Figure S4. Hepatocytes are distributed in three distinct zones in CD-fed AEG-1<sup>fl/fl</sup> and AEG-1<sup>ΔMAC</sup> livers. A. Violin plots of zone-specific gene markers in different zones of AEG-1<sup>fl/fl</sup> mouse livers. B. Uniform manifold approximation and projection (UMAP) plots of three zones of CD-fed AEG-1<sup>fl/fl</sup> and AEG-1<sup>ΔMAC</sup> livers. C. Distribution of zone-specific hepatocytes in CD-fed AEG-1<sup>fl/fl</sup> and AEG-1<sup>ΔMAC</sup> livers based on expression of zone-specific gene markers.

Figure S5. Non-parenchymal cells are distributed evenly in CD-fed AEG-1<sup>fl/fl</sup> and AEG-1<sup>ΔMAC</sup> livers. A. Violin plots of indicated cell type-specific gene markers in different cell types of AEG-1<sup>fl/fl</sup> mouse livers. B. Uniform manifold approximation and projection (UMAP) plots of different cell types of CD-fed AEG-1<sup>fl/fl</sup> and AEG-1<sup>ΔMAC</sup> livers. Other indicates predominantly hepatocytes. C. Distribution of principal non-parenchymal cells in CD-fed AEG-1<sup>fl/fl</sup> and AEG-1<sup>ΔMAC</sup> livers based on expression of cell-type specific gene markers.

Figure S6. Graphical summary showing activation or inhibition of key regulatory molecules, pathways, functions and phenotypes in Cluster 0, representing periportal (zone 1) with Kupffer cells, and Cluster 1, representing midlobular (zone 2), of CD-fed AEG-1<sup>ΔMAC</sup> liver compared to AEG-1<sup>fl/fl</sup> liver. Orange color indicates activation z-score >2, while blue color indicates inhibition z-score <2. The shapes indicate the following: octagon: function; cross: disease; inverted triangle:

kinase; ellipse: transcription regulator; square: cytokine; trapezoid: transporter; circle: molecule of other class; hour glass: canonical pathway.

Figure S7. Graphical summary showing activation or inhibition of key regulatory molecules, pathways, functions and phenotypes in Cluster 2, representing periportal (zone 1) with Kupffer cells, and Cluster 3, representing pericentral (zone 3) close to midlobular (zone 2) with stellate cells, of CD-fed AEG-1<sup>ΔMAC</sup> liver compared to AEG-1<sup>fl/fl</sup> liver. The shapes and colors are as indicated in Fig. S6.

Figure S8. Graphical summary showing activation or inhibition of key regulatory molecules, pathways, functions and phenotypes in Cluster 5, representing pericentral (zone 3) close to midlobular (zone 2), and Cluster 6, representing periportal (zone 1) with cholangiocytes, of CD-fed AEG-1<sup>ΔMAC</sup> liver compared to AEG-1<sup>fl/fl</sup> liver. The shapes and colors are as indicated in Fig. S6.

Figure S9. Graphical summary showing activation or inhibition of key regulatory molecules, pathways, functions and phenotypes in endothelial cells (A), pericentral hepatocytes-2 (PC-2) and periportal hepatocytes-2 (PC-2) of HF/HSD-fed AEG-1<sup>ΔMAC</sup> liver compared to AEG-1<sup>fl/fl</sup> liver. The shapes and colors are as indicated in Fig. S6.

# Figure S1

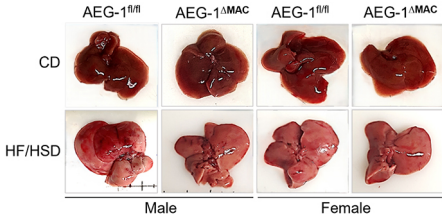

**Figure S2**

AEG-1<sup>100</sup>

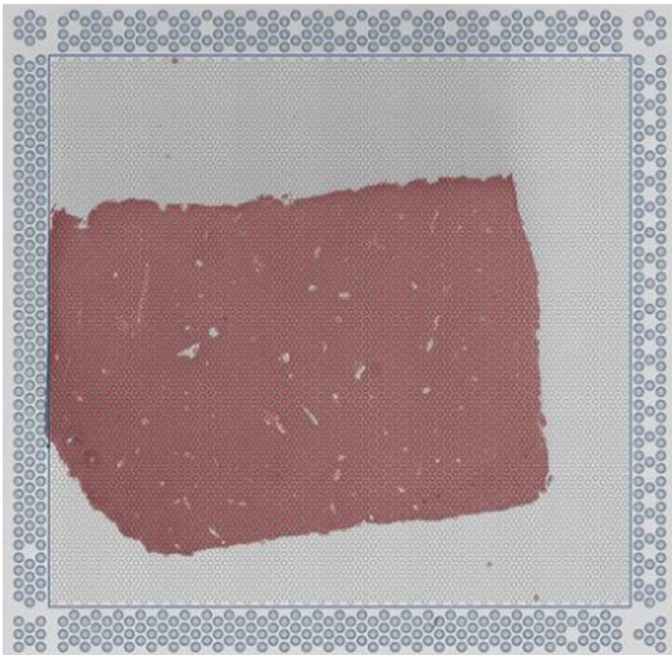

AEG-1<sup>1MAC</sup>

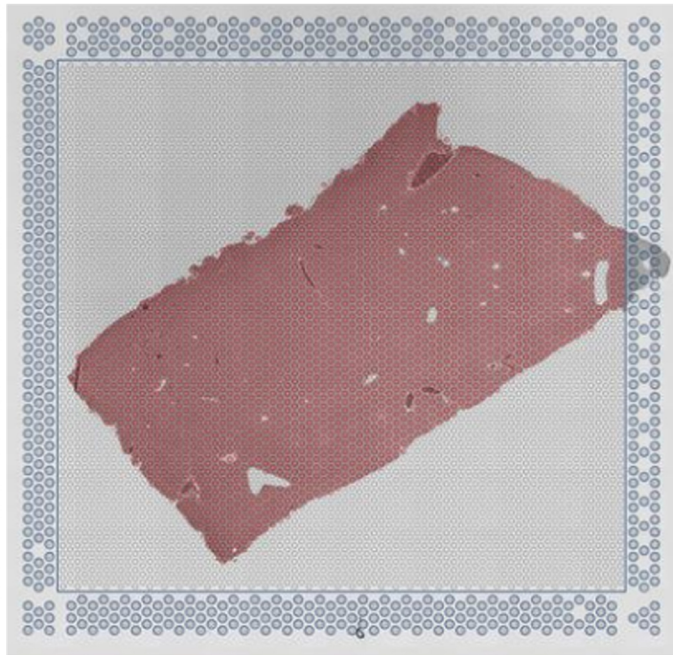

**Figure S3**

**A**

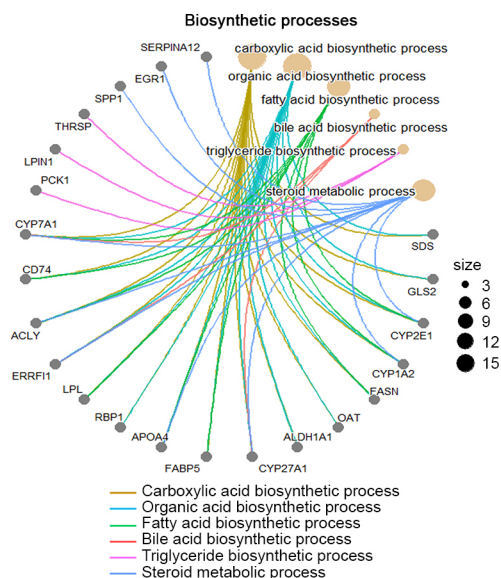

**B**

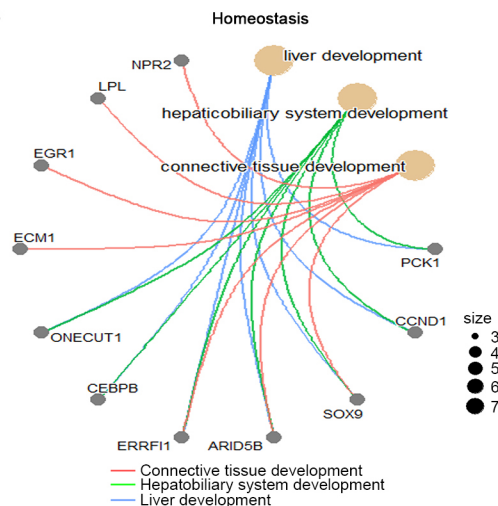

**C**

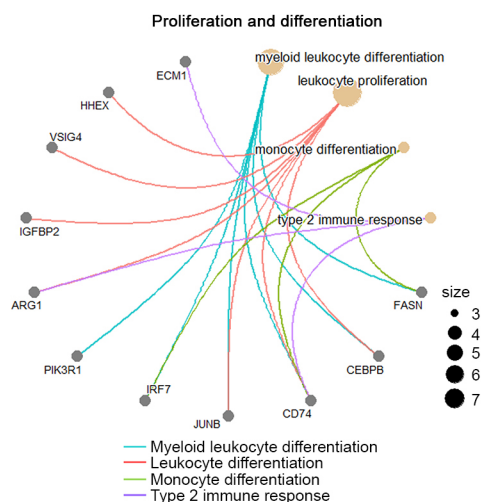

# Figure S4

A

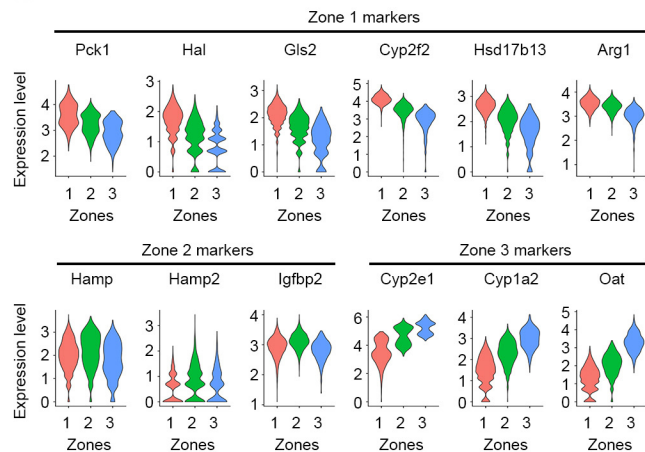

B

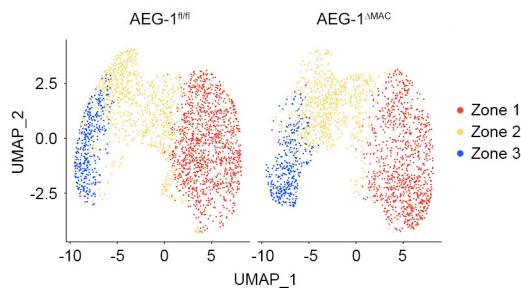

C

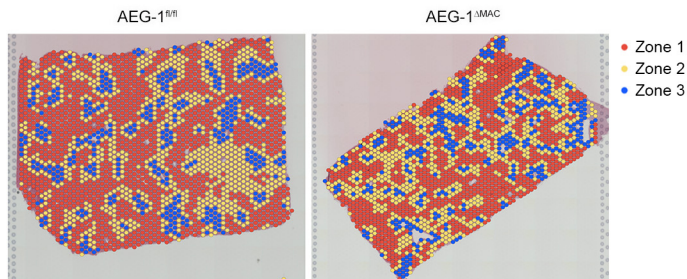

**Figure S5**

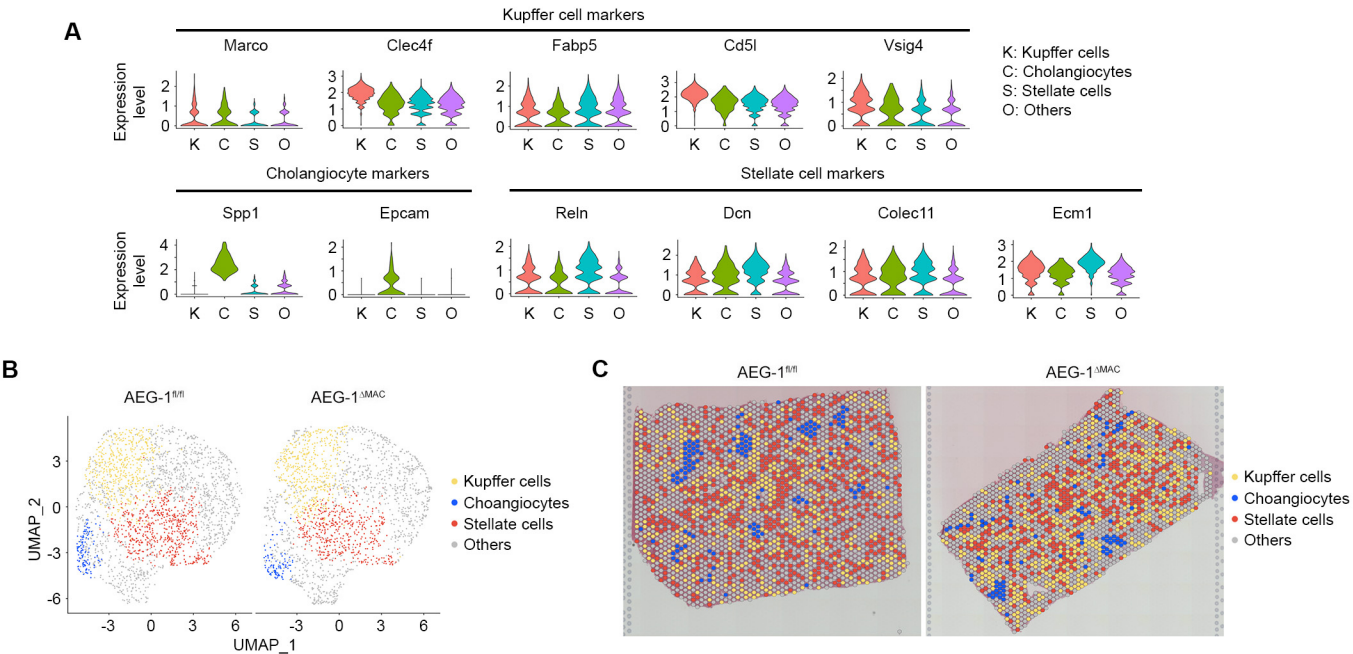

Cluster 0

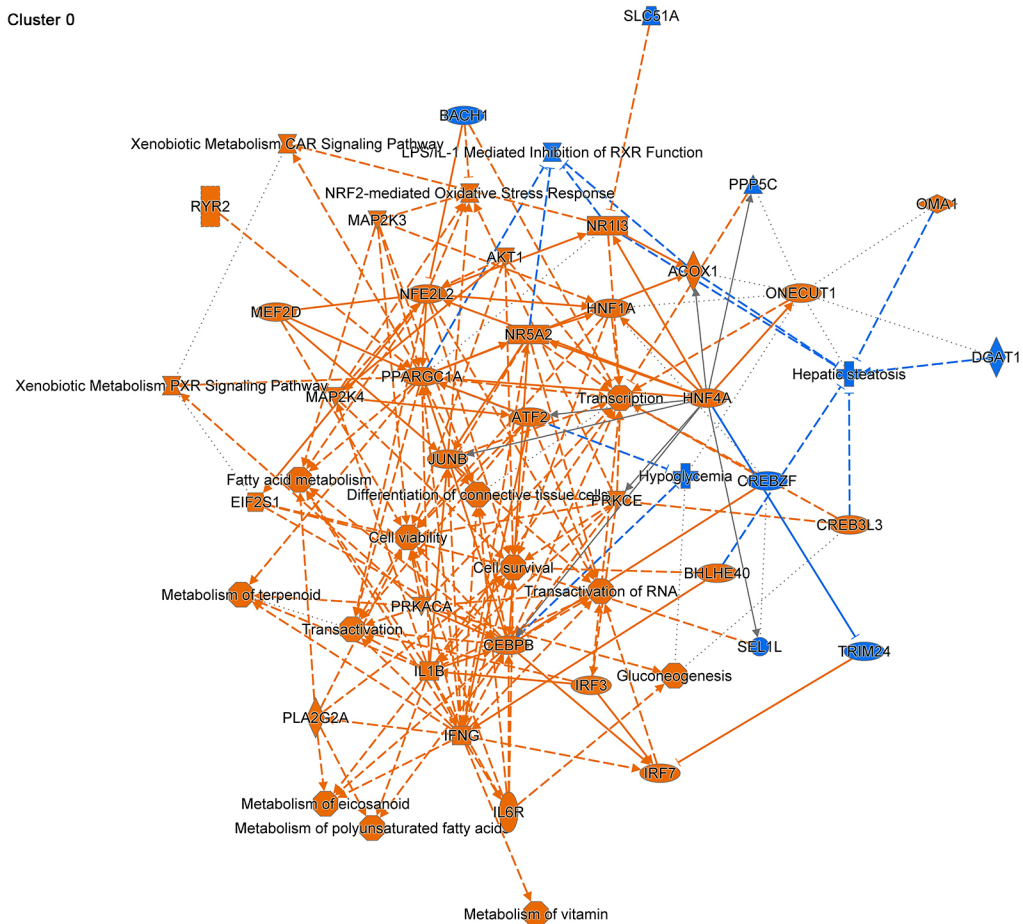

Cluster 1

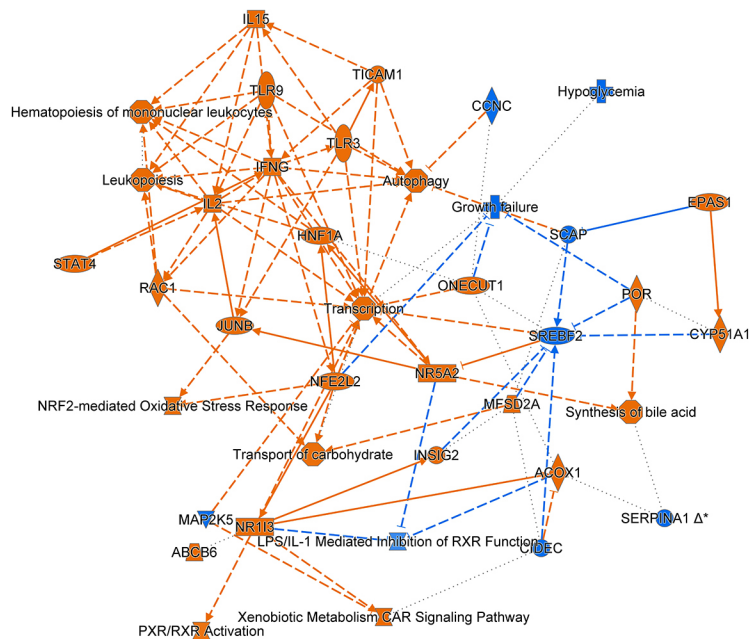

Figure S7

Cluster 2

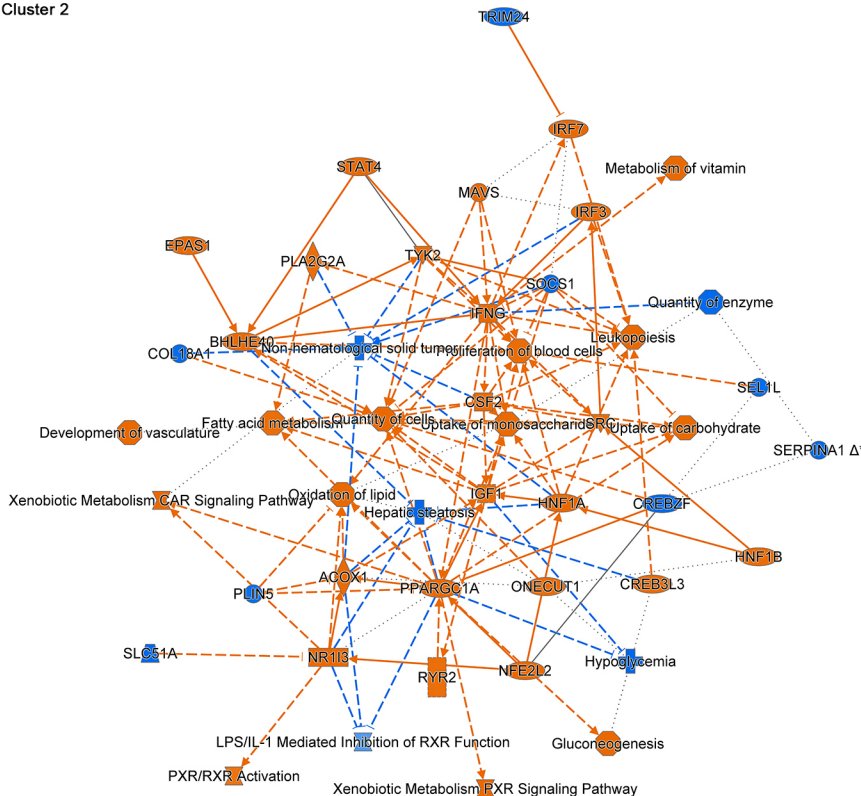

Cluster 3

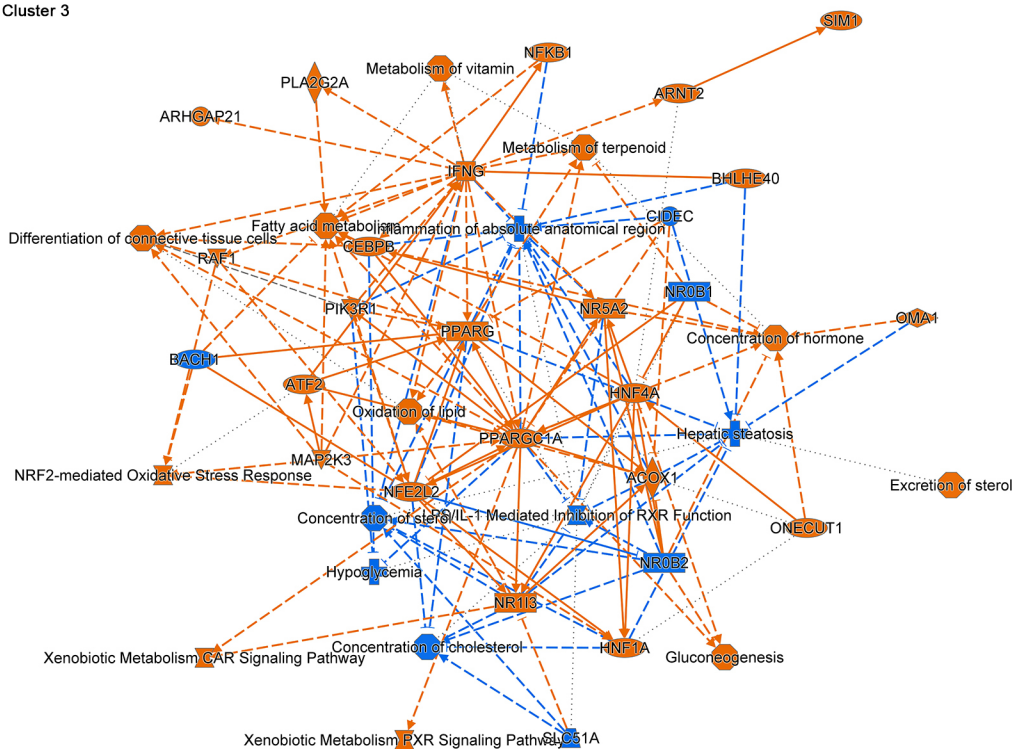

Figure S8

Cluster 5

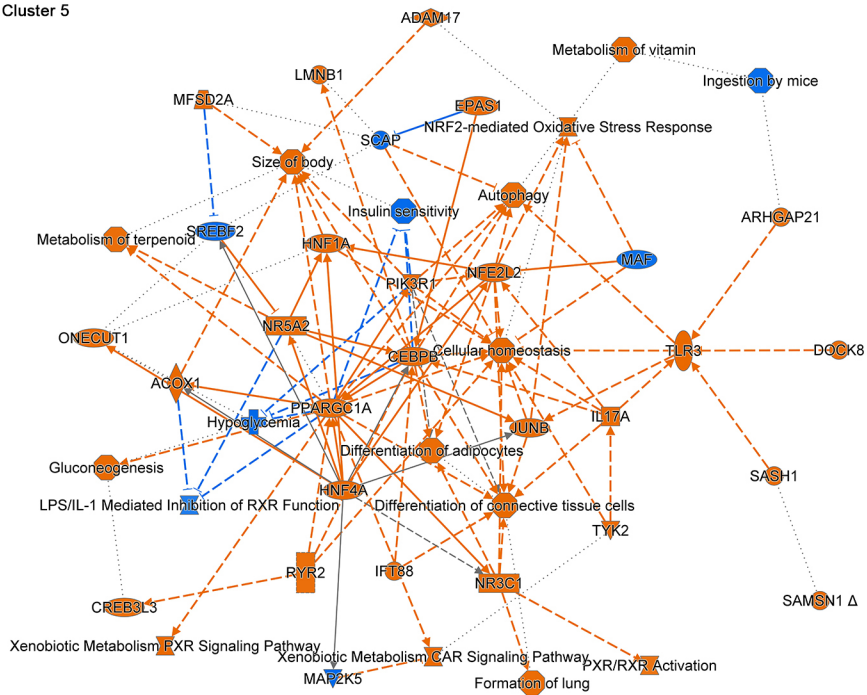

Cluster 6

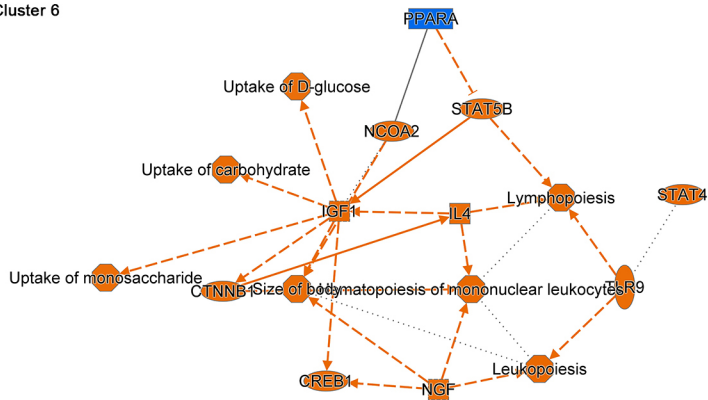

Figure S9

A

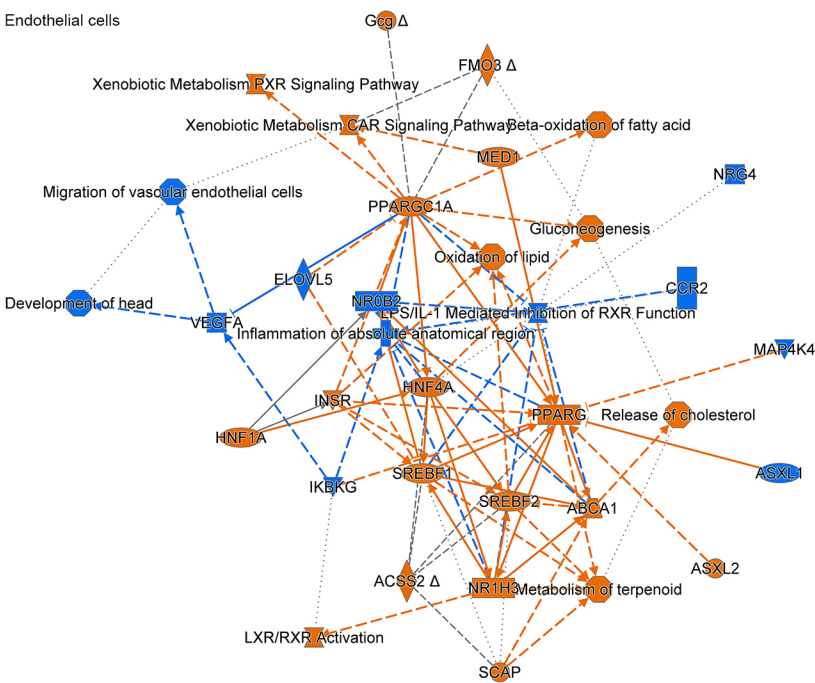

B

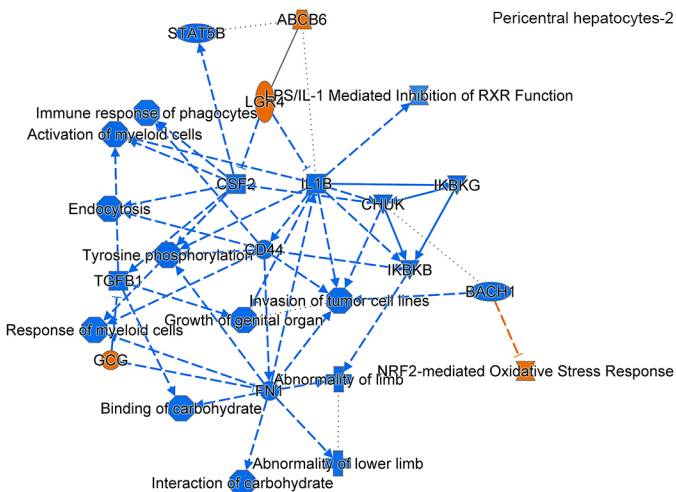

C

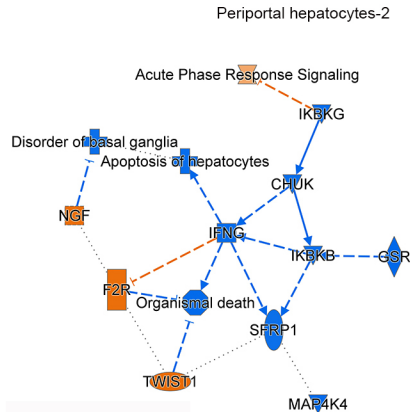

**Table S1. Highly expressed genes to annotate each cluster in spatial transcriptomics**

|          |             |             |   |
|----------|-------------|-------------|---|
| Tbc1d10a | 0.041260794 | 0.169267315 | 6 |
| H2afy    | 0.041690712 | 0.270098141 | 6 |
| Srrm2    | 0.041722541 | 0.24970117  | 6 |
| Gna13    | 0.042944989 | 0.237105238 | 6 |
| Fmr1     | 0.043660676 | 0.239305345 | 6 |
| Nectin2  | 0.045204035 | 0.238628919 | 6 |
| Sf3b1    | 0.045376143 | 0.293336696 | 6 |
| Fam49b   | 0.046243074 | 0.225825295 | 6 |
| Naf1     | 0.046565463 | 0.174853933 | 6 |
| Card19   | 0.047382956 | 0.184177598 | 6 |
| Gimap1   | 0.047860395 | 0.14991834  | 6 |
| Il10rb   | 0.048129847 | 0.258101405 | 6 |
| Slco2a1  | 0.048788575 | 0.229049058 | 6 |
| Hnrnpk   | 0.048984857 | 0.238341937 | 6 |
| Stk11    | 0.049118108 | 0.231988711 | 6 |
| Arpin    | 0.049794169 | 0.149577112 | 6 |
| Anapc1   | 0.049825468 | 0.243213397 | 6 |

**Table S2. Differentially expressed genes (DEGs), AEG-1<sup>ΔMAC</sup> vs AEG-1<sup>fl/fl</sup> livers, clusters in ST analysis**

|         |           |           |
|---------|-----------|-----------|
| Mup12   | 1.6E-68   | 1.2885638 |
| Arid5b  | 1.88E-63  | 1.1565944 |
| Cyp2c54 | 1.27E-42  | 1.079826  |
| Thrsp   | 2.98E-54  | 1.0538951 |
| Cebpb   | 3.35E-67  | 1.0510134 |
| Hhex    | 2.32E-58  | 1.0463354 |
| Retsat  | 1.87E-76  | 1.0381766 |
| Aacs    | 6.56E-50  | 1.0047019 |
| Fabp5   | 3.78E-37  | -1.021173 |
| Hbb-bt  | 4.71E-20  | -1.033596 |
| Egr1    | 7.21E-45  | -1.090216 |
| Lpl     | 7.37E-61  | -1.218095 |
| Depp1   | 2.21E-62  | -1.221411 |
| Rbp1    | 9.76E-76  | -1.41099  |
| Scd1    | 8.25E-102 | -1.558369 |
| Tff3    | 7.49E-161 | -3.214271 |

|                  |         |           |           |
|------------------|---------|-----------|-----------|
| <b>Cluster 3</b> | Mup17   | 8.89E-155 | 2.4704162 |
|                  | Alas1   | 8.14E-108 | 2.3505115 |
|                  | Errfi1  | 6.16E-150 | 2.2241751 |
|                  | Gadd45g | 9.5E-106  | 2.1084741 |
|                  | Phlda1  | 2.29E-85  | 2.1053204 |
|                  | Mup11   | 1.11E-151 | 1.7039299 |
|                  | Mup10   | 9.64E-122 | 1.6525003 |
|                  | Hamp    | 5.01E-73  | 1.6491633 |
|                  | Cyp2e1  | 2.61E-142 | 1.5594293 |
|                  | Onecut1 | 2.86E-79  | 1.4932277 |
|                  | Cish    | 2.78E-73  | 1.4545508 |
|                  | Foxq1   | 2.99E-54  | 1.2978122 |
|                  | Cyp2c54 | 1E-53     | 1.2975486 |
|                  | Ces3b   | 2.9E-83   | 1.188229  |
|                  | Cd74    | 2.73E-39  | 1.1630332 |
|                  | Mup12   | 8.15E-41  | 1.1586038 |
|                  | Cyp1a2  | 1.36E-65  | 1.1463244 |
|                  | Cebpb   | 3.98E-49  | 1.0990518 |
|                  | Hhex    | 3.83E-36  | 1.0544392 |
|                  | Sult1d1 | 1.29E-48  | 1.051771  |
|                  | Lpin1   | 3.62E-36  | 1.03434   |
|                  | Pck1    | 3.23E-58  | 1.0252746 |
|                  | Dusp1   | 1.04E-34  | 1.0072103 |
|                  | Lpl     | 3.48E-49  | -1.19492  |
|                  | Scd1    | 5.42E-91  | -1.281305 |
|                  | Rbp1    | 4.64E-53  | -1.2925   |
|                  | Tff3    | 8.44E-89  | -2.188889 |

|                  |         |           |           |
|------------------|---------|-----------|-----------|
| <b>Cluster 4</b> | Mup17   | 5.58E-205 | 2.3179509 |
|                  | Alas1   | 1.28E-108 | 2.3026959 |
|                  | Errfi1  | 4.63E-157 | 2.2141407 |
|                  | Gadd45g | 6.41E-108 | 2.181848  |
|                  | Phlda1  | 1.7E-103  | 2.1287047 |
|                  | Hamp    | 3.1E-71   | 1.6150254 |
|                  | Mup10   | 1.56E-138 | 1.5774149 |
|                  | Onecut1 | 8.73E-72  | 1.5138703 |
|                  | Cyp2c54 | 4.53E-72  | 1.2616921 |
|                  | Mup11   | 4.36E-112 | 1.2451005 |
|                  | Cish    | 4.16E-63  | 1.2403875 |
|                  | Ces3b   | 1.14E-90  | 1.2105215 |
|                  | Foxq1   | 9.04E-55  | 1.1858201 |
|                  | Lpin1   | 3.48E-39  | 1.1238751 |

|         |           |           |
|---------|-----------|-----------|
| Cd74    | 3.06E-35  | 1.1021023 |
| Cyp2e1  | 1.44E-114 | 1.0991153 |
| Sult1d1 | 8.11E-59  | 1.0982775 |
| Saa4    | 7.56E-59  | 1.0784121 |
| Dusp1   | 6.67E-40  | 1.0490042 |
| Gpcpd1  | 3.48E-41  | 1.0423441 |
| Hhex    | 3.04E-34  | 1.0244292 |
| Pck1    | 7.57E-56  | 1.0234463 |
| Mup12   | 3.62E-40  | 1.0042874 |
| Cyp4a14 | 8.19E-36  | -1.004021 |
| Rbp1    | 2.51E-32  | -1.062879 |
| Apoa4   | 3.95E-11  | -1.09928  |
| Lpl     | 1.06E-38  | -1.139547 |
| Scd1    | 4.97E-57  | -1.395642 |
| Tff3    | 2.54E-97  | -2.064665 |

|                  |           |           |           |
|------------------|-----------|-----------|-----------|
| <b>Cluster 5</b> | Alas1     | 4.25E-100 | 2.6004439 |
|                  | Mup17     | 1.16E-104 | 2.3849312 |
|                  | Errf1     | 9.76E-130 | 2.3644474 |
|                  | Phlda1    | 1.67E-95  | 2.2212448 |
|                  | Gadd45g   | 4.03E-87  | 2.1034694 |
|                  | Onecut1   | 2.27E-80  | 1.8819633 |
|                  | Mup10     | 7.95E-113 | 1.7426717 |
|                  | Hamp      | 1.26E-32  | 1.5518675 |
|                  | Cyp2c54   | 4.98E-73  | 1.4381445 |
|                  | Cish      | 6.01E-72  | 1.4251523 |
|                  | Mup11     | 1.14E-97  | 1.3802047 |
|                  | Lpin1     | 1.47E-41  | 1.2789353 |
|                  | Cyp2e1    | 2.74E-83  | 1.1842421 |
|                  | Ces3b     | 1.45E-74  | 1.1606322 |
|                  | Saa4      | 1.85E-52  | 1.1562335 |
|                  | Mup12     | 8.17E-38  | 1.1509575 |
|                  | Npr2      | 6.67E-32  | 1.1473689 |
|                  | Plk3      | 6.77E-45  | 1.1175787 |
|                  | Dusp1     | 6.4E-34   | 1.1171656 |
|                  | Slc1a2    | 1.1E-08   | 1.1116762 |
|                  | Foxq1     | 8.8E-35   | 1.0974433 |
|                  | Gpcpd1    | 1.31E-33  | 1.0946202 |
|                  | Sult1d1   | 1.76E-48  | 1.0871138 |
|                  | Selenbp2  | 2.8E-42   | 1.0639451 |
|                  | Arid5b    | 4.4E-32   | 1.0540529 |
|                  | Aldh1a1   | 1.09E-48  | 1.0493209 |
|                  | Cebpb     | 1.11E-43  | 1.033668  |
|                  | Hhex      | 7.76E-36  | 1.0253675 |
|                  | Hamp2     | 1.96E-10  | 1.0163166 |
|                  | Pim3      | 1.68E-32  | 1.0072178 |
|                  | Igtp      | 0.0000886 | 1.0013131 |
|                  | Serpina1e | 1.32E-45  | -1.002705 |
|                  | Serpina7  | 4.94E-23  | -1.054222 |
|                  | Depp1     | 4.75E-33  | -1.091411 |
|                  | Acly      | 5.18E-41  | -1.11441  |
|                  | Lpl       | 2.81E-49  | -1.227377 |
|                  | Fabp5     | 1.35E-42  | -1.263506 |
|                  | Rbp1      | 5.46E-52  | -1.350841 |
|                  | Scd1      | 1.02E-86  | -1.699537 |
|                  | Tff3      | 6.22E-100 | -2.326937 |

|                  |        |           |           |
|------------------|--------|-----------|-----------|
| <b>Cluster 6</b> | Hbb-bs | 0.0828124 | 3.1287509 |
|                  | Hba-a2 | 0.0799476 | 3.1103366 |

|           |          |           |
|-----------|----------|-----------|
| Alas1     | 7.55E-46 | 2.4559017 |
| Gadd45g   | 1.16E-43 | 2.0833922 |
| Phlda1    | 2.38E-46 | 2.0350046 |
| Mup17     | 1.56E-35 | 1.7303776 |
| Foxq1     | 4.16E-28 | 1.5701636 |
| Mup11     | 3.62E-25 | 1.5303443 |
| Errfi1    | 6.62E-39 | 1.447989  |
| Serpina12 | 1.38E-26 | 1.4407737 |
| Onecut1   | 3.04E-24 | 1.3587354 |
| Cyp2e1    | 9.02E-14 | 1.3149521 |
| Lpin1     | 3.55E-17 | 1.3108528 |
| Hbb-bt    | 1        | 1.2580712 |
| Cish      | 4.73E-26 | 1.2555715 |
| Mup10     | 3.66E-23 | 1.2219768 |
| Thrsp     | 1.47E-19 | 1.1737059 |
| Cyp2c54   | 1.43E-10 | 1.0147322 |
| Dusp1     | 3.2E-14  | 1.0107936 |
| Etnppl    | 4.58E-17 | -1.005038 |
| Marco     | 6.39E-17 | -1.067484 |
| Depp1     | 1.07E-15 | -1.17814  |
| Efna1     | 4.22E-18 | -1.247758 |
| Scd1      | 5.76E-20 | -1.281652 |
| Tff3      | 6.15E-31 | -2.161498 |

**Table S3. Canonical pathways activated or inhibited in AEG-1<sup>ΔMAC</sup> vs AEG-1<sup>fl/fl</sup> livers, cell type clusters in scRNA-seq analysis**

| Kupffer Cell-1 | Canonical Pathways                                      | -log(p-value) | z-score | Molecules                     |
|----------------|---------------------------------------------------------|---------------|---------|-------------------------------|
|                | Neutrophil degranulation                                | 29.4          | -3.371  | ADAM8,ARG1,CD63,PSAP          |
|                | LPS/IL-1 Mediated Inhibition of RXR Function            | 23.2          | -3.162  | ABCG5,ALAS1,ALDH1A1,CYP2E1    |
|                | Interferon gamma signaling                              | 5.43          | -2.53   | VCAM1                         |
|                | Macrophage Alternative Activation Signaling Pathway     | 5.42          | -2.138  | ARG1,CSF1R,LPL                |
|                | Neuroinflammation Signaling Pathway                     | 5.17          | -3.5    | CSF1R,SLC1A2,VCAM1            |
|                | MHC class II antigen presentation                       | 5.07          | -2.714  | CD74                          |
|                | Sphingolipid metabolism                                 | 2.48          | -2.449  | PSAP                          |
|                | Hepatic Cholestasis                                     | 2.37          | -3.162  | ABCG5,CYP27A1                 |
|                | Immunoregulatory interactions, Lymphoid vs non-Lymphoid | 2.17          | -2.333  | VCAM1                         |
|                | Phagosome Formation                                     | 1.62          | -3.441  | PLD3                          |
|                | Xenobiotic Metabolism AHR Signaling Pathway             | 13.2          | 4.123   | ALDH1A1,CYP1A2                |
|                | LXR/RXR Activation                                      | 11.7          | 2.887   | ABCG5,APOA2,FASN,LPL          |
|                | Xenobiotic Metabolism CAR Signaling Pathway             | 10            | 4.472   | ALDH1A1,CYP1A2                |
|                | Phenylalanine and tyrosine metabolism                   | 9.99          | 2.646   | HPD                           |
|                | Xenobiotic Metabolism PXR Signaling Pathway             | 9.13          | 4.359   | ALDH1A1                       |
|                | Phase I - Functionalization of compounds                | 8.82          | 2.673   | ALDH1A1,CYP1A2,CYP27A1,CYP2E1 |
|                | Fatty Acid β-oxidation I                                | 8.5           | 2.828   | SDS                           |
|                | Superpathway of Citrulline Metabolism                   | 8.48          | 2.449   | ARG1,ASS1,GLS2,OAT            |
|                | Peroxisomal protein import                              | 8.19          | 3.317   | ACOX1                         |
|                | Ethanol Degradation II                                  | 7.07          | 2.646   | ALDH1A1                       |
|                | PXR/RXR Activation                                      | 6.95          | 2.53    | ALAS1,ALDH1A1,CYP1A2          |
|                | Noradrenaline and Adrenaline Degradation                | 6.87          | 2.646   | ALDH1A1                       |
|                | Bile acid and bile salt metabolism                      | 6.21          | 2.646   | CYP27A1                       |
|                | Estrogen Biosynthesis                                   | 6.09          | 2.121   | CYP1A2,CYP2E1,HSD17B13,POR    |
|                | Peroxisomal lipid metabolism                            | 5.92          | 2.449   | ACOX1                         |
|                | Nicotine Degradation II                                 | 5.74          | 2.333   | CYP1A2,CYP2E1,POR             |
|                | Ethanol Degradation IV                                  | 5.56          | 2.236   | ALDH1A1                       |
|                | DHCR24 Signaling Pathway                                | 5.5           | 3.464   | APOA2,VCAM1                   |
|                | Bile Acid Biosynthesis, Neutral Pathway                 | 5.34          | 2.236   | CYP27A1                       |
|                | Valine Degradation I                                    | 4.81          | 2.236   | SDS                           |
|                | Serotonin Degradation                                   | 4.55          | 2.646   | ALDH1A1                       |
|                | Arachidonic acid metabolism                             | 3.06          | 2.236   | CYP1A2                        |

|                       |                                                          |      |                                      |
|-----------------------|----------------------------------------------------------|------|--------------------------------------|
|                       | NR1H2 and NR1H3-mediated signaling                       | 2.85 | 2.236 ABCG5,FASN                     |
|                       | Selenoamino acid metabolism                              | 2.05 | 2.449 GNMT                           |
| <b>Stellate Cells</b> | LPS/IL-1 Mediated Inhibition of RXR Function             | 20.9 | -2.646 ABCG5,ALAS1,ALDH1A1,CYP2E1    |
|                       | Extracellular matrix organization                        | 12.4 | -3.051 COL1A1,COL1A2,COL3A1,COL4A2,C |
|                       | Collagen degradation                                     | 8.04 | -2.828 COL1A1,COL1A2,COL3A1,COL4A2,C |
|                       | Collagen biosynthesis and modifying enzymes              | 7.71 | -2.828 COL1A1,COL1A2,COL3A1,COL4A2,C |
|                       | Collagen chain trimerization                             | 7.71 | -2.646 COL1A1,COL1A2,COL3A1,COL4A2,C |
|                       | Apelin Liver Signaling Pathway                           | 4.48 | -2 COL1A1,COL1A2,COL3A1              |
|                       | IL-12 Signaling and Production in Macrophages            | 3.64 | -2.828 APOA2,COL1A1,COL1A2,COL3A1    |
|                       | Signaling by MET                                         | 2.67 | -2 COL1A1,COL1A2,COL3A1,LAMB1        |
|                       | IL-17A Signaling in Fibroblasts                          | 2.51 | -2 COL1A1,COL1A2,COL3A1,VCAM1        |
|                       | Hepatic Fibrosis Signaling Pathway                       | 2.04 | -2.121 COL1A1,COL1A2,COL3A1, VCAM1   |
|                       | Hepatic Cholestasis                                      | 1.72 | -2.236 ABCG5                         |
|                       | IL-4 Signaling                                           | 1.33 | -2.828 COL1A1,COL1A2,COL3A1,COL4A2,C |
|                       | LXR/RXR Activation                                       | 10.3 | 2.828 ABCG5,APOA2,FASN               |
|                       | Phenylalanine and tyrosine metabolism                    | 8.19 | 2.236 HPD                            |
|                       | Xenobiotic Metabolism AHR Signaling Pathway              | 8.05 | 3 ALDH1A1,CYP1A2                     |
|                       | Xenobiotic Metabolism CAR Signaling Pathway              | 7.98 | 3.464 ALDH1A1,CYP1A2                 |
|                       | Tyrosine Degradation I                                   | 7.97 | 2 HPD                                |
|                       | Xenobiotic Metabolism PXR Signaling Pathway              | 6.95 | 3.317 ALDH1A1                        |
|                       | Oxidative Ethanol Degradation III                        | 6.95 | 2 ALDH1A1,CYP2E1                     |
|                       | DHCR24 Signaling Pathway                                 | 6.33 | 3 APOA2,VCAM1                        |
|                       | Phase I - Functionalization of compounds                 | 6.28 | 2.121 ALDH1A1,CYP1A2,CYP2E1,POR      |
|                       | Phenylalanine Degradation IV (Mammalian, via Side Chain) | 5.69 | 2 HPD                                |
|                       | Superpathway of Citrulline Metabolism                    | 5.44 | 2 ASS1,OAT                           |
|                       | Histamine Degradation                                    | 4.93 | 2 ALDH1A1                            |
|                       | Fatty Acid $\alpha$ -oxidation                           | 4.93 | 2 ALDH1A1                            |
|                       | Putrescine Degradation III                               | 4.85 | 2 ALDH1A1                            |
|                       | NR1H2 and NR1H3-mediated signaling                       | 4.62 | 2.236 ABCG5,FASN                     |
|                       | Tryptophan Degradation X (Mammalian, via Tryptamine)     | 4.48 | 2 ALDH1A1                            |
|                       | Gluconeogenesis I                                        | 4.48 | 2 FBP1                               |
|                       | Dopamine Degradation                                     | 4.18 | 2 ALDH1A1                            |
|                       | Ethanol Degradation II                                   | 4.02 | 2 ALDH1A1,                           |

|                                                        |      |                                      |
|--------------------------------------------------------|------|--------------------------------------|
| Selenoamino acid metabolism                            | 4.01 | 2.449 GNMT                           |
| Noradrenaline and Adrenaline Degradation               | 3.93 | 2 ALDH1A1                            |
| Stearate Biosynthesis I (Animals)                      | 3.89 | 2 CYP2E1,FASN !                      |
| Activation of gene expression by SREBF (SREBP)         | 3.75 | 2 FASN                               |
| Glucose metabolism                                     | 3.64 | 2.236 FBP1                           |
| Serotonin Degradation                                  | 2.79 | 2 ALDH1A1                            |
| Plasma lipoprotein assembly, remodeling, and clearance | 2.73 | 2 APOA2                              |
| <b>Endothelial cells</b>                               |      |                                      |
| LPS/IL-1 Mediated Inhibition of RXR Function           | 25.2 | -3.162 ABCG5,ALAS1,ALDH1A1,CYP2E1,FA |
| Hepatic Cholestasis                                    | 2.26 | -3 ABCG5,CYP27A1                     |
| BEX2 Signaling Pathway                                 | 1.5  | -2 SPP1                              |
| LXR/RXR Activation                                     | 11.5 | 3.464 ABCG5,APOA2,FASN,              |
| Xenobiotic Metabolism PXR Signaling Pathway            | 11   | 3.578 ALDH1A1                        |
| Superpathway of Citrulline Metabolism                  | 10.7 | 2.646 ARG1,ASS1,OAT                  |
| Urea Cycle                                             | 10.2 | 2.236 ARG1,ASS1                      |
| Xenobiotic Metabolism CAR Signaling Pathway            | 10.1 | 2.982 ALDH1A1,CYP1A2                 |
| Phase I - Functionalization of compounds               | 9.57 | 3.207 ALDH1A1,CYP1A2,CYP27A1,CYP2E1  |
| Regulation of IGF transport and uptake by IGFBPs       | 9.42 | 3.357 APOA2,SPP1                     |
| PXR/RXR Activation                                     | 8.64 | 2.714 ALAS1,ALDH1A1,CYP1A2           |
| Phenylalanine and tyrosine metabolism                  | 8.41 | 2.449 HPD                            |
| Xenobiotic Metabolism AHR Signaling Pathway            | 8.31 | 3.464 ALDH1A1,CYP1A2                 |
| Oxidative Ethanol Degradation III                      | 8.14 | 2 ALDH1A1,CYP2E1                     |
| FXR/RXR Activation                                     | 7.79 | 2 ABCG5,CYP27A1,FASN,FBP1            |
| Nicotine Degradation II                                | 7.3  | 2.53 CYP1A2,CYP2E1,POR               |
| Post-translational protein phosphorylation             | 7.28 | 2.887 APOA2,SPP1                     |
| Bile Acid Biosynthesis, Neutral Pathway                | 7.2  | 2.449 CYP27A1                        |
| DHCR24 Signaling Pathway                               | 6.96 | 3.606 APOA2                          |
| Citrulline Biosynthesis                                | 6.83 | 2 ARG1,OAT                           |
| Nicotine Degradation III                               | 6.7  | 2.121 CYP1A2,CYP2E1,POR              |
| Tyrosine Degradation I                                 | 6.67 | 2 HPD                                |
| Bile acid and bile salt metabolism                     | 6.6  | 2.646 CYP27A1                        |
| Arginine Biosynthesis IV                               | 6.19 | 2 ASS1,OAT                           |
| Urea cycle                                             | 5.28 | 2 ARG1,ASS1                          |
| NR1H2 and NR1H3-mediated signaling                     | 5.13 | 2.646 ABCG5,FASN                     |

|                                                          |      |                              |
|----------------------------------------------------------|------|------------------------------|
| Ethanol Degradation IV                                   | 4.58 | 2.236 ALDH1A1                |
| Selenoamino acid metabolism                              | 4.57 | 3 GNMT                       |
| Phenylalanine Degradation IV (Mammalian, via Side Chain) | 4.41 | 2 HPD                        |
| Glyoxylate metabolism and glycine degradation            | 4.33 | 2.236 GNMT                   |
| Autism Signaling Pathway                                 | 4.3  | 2.324 ALDH1A1,CYP27A1        |
| Phase II - Conjugation of compounds                      | 4.28 | 2.646 CYP1A2                 |
| Stearate Biosynthesis I (Animals)                        | 4.11 | 2.449 CYP2E1,FASN            |
| Ethanol Degradation II                                   | 3.85 | 2.236 ALDH1A1                |
| Noradrenaline and Adrenaline Degradation                 | 3.73 | 2.236 ALDH1A1                |
| Histamine Degradation                                    | 3.67 | 2 ALDH1A1                    |
| Fatty Acid $\alpha$ -oxidation                           | 3.67 | 2 ALDH1A1                    |
| Putrescine Degradation III                               | 3.58 | 2 ALDH1A1                    |
| Tryptophan Degradation X (Mammalian, via Tryptamine)     | 3.23 | 2 ALDH1A1                    |
| Dopamine Degradation                                     | 2.94 | 2 ALDH1A1                    |
| Arachidonic acid metabolism                              | 2.39 | 2 CYP1A2                     |
| Serotonin Degradation                                    | 2.38 | 2.236 ALDH1A1                |
| Plasma lipoprotein assembly, remodeling, and clearance   | 2.3  | 2.236 APOA2                  |
| Glucose metabolism                                       | 1.53 | 2 FBP1                       |
| <b>Pericentral hepatocytes-1</b>                         |      |                              |
| Response to elevated platelet cytosolic Ca <sup>2+</sup> | 11.9 | -2.236 CD63,PSAP             |
| LXR/RXR Activation                                       | 11.5 | -2 ABCG5, APOA4,CYP7A1,      |
| Neutrophil degranulation                                 | 10.1 | -3.773 ARG1, CD63,LCN2, PSAP |
| Plasma lipoprotein assembly, remodeling, and clearance   | 6.63 | -2.111 APOA4                 |
| Regulation of lipid metabolism by PPAR $\alpha$          | 3.96 | -2.53 CYP7A1                 |
| Interferon gamma signaling                               | 2.63 | -2.646 VCAM1                 |
| Cell surface interactions at the vascular wall           | 2.55 | -2.111 CD74                  |
| Pulmonary Fibrosis Idiopathic Signaling Pathway          | 1.94 | -2.309 EGFR                  |
| Immunoregulatory interactions, Lymphoid vs non-Lymphoid  | 1.76 | -3 VCAM1                     |
| Iron uptake and transport                                | 1.59 | -2 LCN2                      |
| Leukocyte Extravasation Signaling                        | 1.46 | -2.646 VCAM1                 |
| Hepatic Fibrosis Signaling Pathway                       | 1.43 | -2.887 SPP1, VCAM1           |
| Superpathway of Citrulline Metabolism                    | 11.4 | 2.828 ARG1,ASS1,GLS2,OAT     |
| Citrulline Biosynthesis                                  | 9.95 | 2.449 ARG1,GLS2,OAT          |
| Phenylalanine and tyrosine metabolism                    | 7.66 | 2.449 HPD,                   |

|                                  |                                                          |      |                                   |
|----------------------------------|----------------------------------------------------------|------|-----------------------------------|
|                                  | Urea Cycle                                               | 7.27 | 2 ARG1                            |
|                                  | Nicotine Degradation III                                 | 6.67 | 2.333 CYP1A2, CYP2E1, POR         |
|                                  | PXR/RXR Activation                                       | 6.33 | 2.53 CYP1A2, CYP7A1               |
|                                  | Tyrosine Degradation I                                   | 6.17 | 2 HPD                             |
|                                  | Xenobiotic Metabolism CAR Signaling Pathway              | 5.88 | 2 CYP1A2,EGFR,Sult1d1             |
|                                  | Urea cycle                                               | 4.79 | 2 ARG1                            |
|                                  | Melatonin Degradation I                                  | 4.5  | 2.121 CYP1A2, CYP2E1,POR,Sult1d1  |
|                                  | Phase II - Conjugation of compounds                      | 4.35 | 2.121 CYP1A2                      |
|                                  | Superpathway of Melatonin Degradation                    | 4.26 | 2.121 CYP1A2, CYP2E1, POR,Sult1d1 |
|                                  | Glyoxylate metabolism and glycine degradation            | 3.74 | 2.236 GNMT                        |
| <b>Pericentral hepatocytes-2</b> | Response to elevated platelet cytosolic Ca <sup>2+</sup> | 7.49 | -2.714 CD63,PSAP                  |
|                                  | Neutrophil degranulation                                 | 5.58 | -2 ARG1,CD63,FABP5,LCN2,PSAP      |
|                                  | Degradation of the extracellular matrix                  | 3.22 | -2.236 SPP1                       |
|                                  | Iron uptake and transport                                | 2.44 | -2 LCN2                           |
|                                  | TR/RXR Activation                                        | 2.23 | -2.236 THRSP                      |
|                                  | Sphingolipid metabolism                                  | 1.34 | -2 PSAP                           |
|                                  | NRF2-mediated Oxidative Stress Response                  | 15   | 2.236 Cyp1a2, Cyp2c29, CYP2E1     |
|                                  | Superpathway of Citrulline Metabolism                    | 8.92 | 2.121 ARG1,ASS1,GLS2, OAT         |
|                                  | FXR/RXR Activation                                       | 7.73 | 2.111 ABCG5,TXNIP                 |
|                                  | Xenobiotic Metabolism CAR Signaling Pathway              | 7.1  | 2.333 Cyp1a2,EGFR                 |
|                                  | Arginine Degradation I (Arginase Pathway)                | 5.37 | 2 ARG1 ,OAT                       |
|                                  | Tyrosine Degradation I                                   | 5.37 | 2 HPD                             |
|                                  | Urea Cycle                                               | 4.61 | 2 ARG1,ASS1,                      |
|                                  | NR1H2 and NR1H3-mediated signaling                       | 4    | 2.236 ABCG5,PCK1                  |
|                                  | Urea cycle                                               | 3.98 | 2 ARG1,ASS1                       |
| <b>Periportal hepatocytes-2</b>  | Plasma lipoprotein assembly, remodeling, and clearance   | 4.97 | -2.646 APOA4                      |
|                                  | Neutrophil degranulation                                 | 4.43 | -2.138 ACLY, CD63, LCN2, PSAP     |
|                                  | Cyclophilin Signaling Pathway                            | 3.67 | -2.333 SPP1                       |
|                                  | Retinoid metabolism and transport                        | 2.6  | -2 APOA4                          |
|                                  | Sphingolipid metabolism                                  | 1.37 | -2 PSAP                           |
|                                  | FXR/RXR Activation                                       | 4.33 | 2.828 CYP7A1,FASN,TXNIP           |
|                                  | Hematoma Resolution Signaling Pathway                    | 1.64 | 2.236 DUSP1                       |

**Hepatocytes**

|                                                        |      |        |                         |
|--------------------------------------------------------|------|--------|-------------------------|
| Neutrophil degranulation                               | 14.2 | -3.395 | ACLY,ARG1,CD63,LCN2     |
| LXR/RXR Activation                                     | 8.06 | -2.524 | ABCG5,APOA4,CYP7A1,SAA1 |
| Degradation of the extracellular matrix                | 4.7  | -2.496 | SPP1                    |
| Tumor Microenvironment Pathway                         | 4.03 | -2.837 | ARG1,SPP1               |
| Ferroptosis Signaling Pathway                          | 4.02 | -2.668 | GLS2                    |
| Advanced glycosylation endproduct receptor signaling   | 3.54 | -2.236 | SAA1                    |
| IL-17A Signaling in Fibroblasts                        | 2.39 | -2.111 | LCN2,VCAM1              |
| Plasma lipoprotein assembly, remodeling, and clearance | 2.35 | -2.53  | APOA4                   |
| Hepatic Fibrosis Signaling Pathway                     | 2.33 | -2.959 | SPP1,VCAM1              |
| Cargo recognition for clathrin-mediated endocytosis    | 2.14 | -2.309 | EGFR                    |
| Iron uptake and transport                              | 2.1  | -2.121 | LCN2                    |
| Glycolysis I                                           | 2    | -2.236 | PKLR                    |
| Estrogen Receptor Signaling                            | 1.83 | -2.117 | EGFR                    |
| STAT3 Pathway                                          | 1.41 | -2.111 | EGFR                    |
| ID1 Signaling Pathway                                  | 1.34 | -2.5   | EGFR                    |
| Citrulline Biosynthesis                                | 7.09 | 2.449  | ARG1,GLS2,OAT           |
| Superpathway of Citrulline Metabolism                  | 6.46 | 2.646  | ARG1,ASS1,GLS2,OAT      |
| Xenobiotic Metabolism CAR Signaling Pathway            | 6.34 | 2.646  | CYP1A2,EGFR             |
| Xenobiotic Metabolism AHR Signaling Pathway            | 5.91 | 2.183  | CYP1A2                  |
| Glyoxylate metabolism and glycine degradation          | 5.25 | 2.333  | GNMT                    |
| Phenylalanine and tyrosine metabolism                  | 5.24 | 2.449  | HPD                     |
| Tyrosine Degradation I                                 | 4.52 | 2      | HPD                     |
| Phase II - Conjugation of compounds                    | 3.96 | 2.887  | CYP1A2                  |
| Phosphatidylethanolamine Biosynthesis II               | 3.19 | 2      | CHKA                    |
| Histidine Degradation VI                               | 2.31 | 2      | CYP2E1                  |
| Selenoamino acid metabolism                            | 1.38 | 2.53   | GNMT                    |

;OL6A1,COL6A2,COL6A3,LUM  
;OL6A1,COL6A2,COL6A3,MMP14  
;OL6A1,COL6A2,COL6A3  
;OL6A1,COL6A2,COL6A3

;OL6A1,COL6A2,COL6A3,TIMP3

**Table S4.** log2 fold change (log2FC) of genes in stellate cells and hepatocytes determined by scRNA-seq of HF/HSD-fed AEG-1<sup>fl/fl</sup> vs AEG-1<sup>ΔMAC</sup> livers.

| Type of cells  | Gene   | log2FC AEG-1 <sup>fl/fl</sup> vs AEG-1 <sup>ΔMAC</sup> |
|----------------|--------|--------------------------------------------------------|
| Stellate cells | Col1a1 | 0.96482                                                |
|                | Col3a1 | 0.88505                                                |
|                | Col4a2 | 0.62857                                                |
|                | Col6a2 | 0.93373                                                |
|                | Mmp14  | 1.07759                                                |
|                | Lum    | 1.41367                                                |
| Hepatocytes    | Egfr   | 1.75439                                                |
|                | Lcn2   | 1.2065                                                 |
|                | Gnmt   | -1.086662                                              |
|                | Hpd    | -0.815882                                              |

How the deposited data were processed for this re-analysis (not part of the article)

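Single-cell gene expression was measured in 1 library per genotype, from livers of AEG-1 ΔMAC and AEG-1 fl/fl mice fed HF/HSD for 20 weeks. The spatial transcriptomics of CD-fed mice and all other experiments of the paper were not analysed here. The authors deposited raw counts per gene and cell for each library, made with Cell Ranger from the mouse transcriptome probe kit for fixed RNA and the mm10 reference, and applied no normalization to them. The values are whole numbers, the deposited cells are called barcodes only, and cells above the mitochondrial limit of the paper's methods are still among them. How barcodes were called, and whether a library pools several livers, the paper's text does not state. Cells with a label of 1 genotype were taken as that genotype, each library with replicate number 1.

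Cells with at least 100 genes and at most 10% mitochondrial counts and genes in at least 3 cells were kept, following the paper's methods. In Seurat 5.3.0 under R 4.3.3, counts were log-normalized per cell, 2000 variable genes were taken per library by the variance-stabilizing transformation, the libraries were integrated with anchors, and cells were clustered with 50 principal components, shared nearest neighbors and the Louvain algorithm. The resolution was the lowest, in steps of 0.1, with at least 14 clusters. Scrublet was run on each library through Scanpy 1.11.5. Its calls did not work as a doublet filter, and doublets were kept.

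Clusters were named with the markers that the paper lists and further markers from general knowledge, both fixed before the data were examined. A cluster took the cell type with the highest mean log2 CPM of its markers against the other clusters, with a pseudocount of 5 CPM and at least 3 markers detected. A hepatocyte-like cluster took a zone when its score for that zone was at least 0.5 and that for the other zone below 0. The 10 leading genes of a cluster were taken among genes with at least 50 counts. Clusters led by proliferation genes stayed unnamed, T and NK cells were joined, and clusters with Kupffer cell or monocyte-derived macrophage scores were called macrophage-like. These details of the naming rule were set after the clusters had been seen. Zone and macrophage clusters of the paper (KC-1 to KC-3, PC-1, PC-2, PP-1 and PP-2) were not matched one to one.

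Counts were summed per library and class with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Gene values are CPM of the class total with Poisson 95% intervals, and log2 ratios (AEG-1 ΔMAC-labelled over AEG-1 fl/fl-labelled) have Clopper-Pearson intervals from the 2 counts given their sum. A count of 0 was taken to allow up to 3 counts. Gene positions are from the GENCODE annotation of GRCm38. For a gene list, genes with at least 20 summed counts in the class were used, and the median log2 ratio has an interval from 1000 redraws of the counts. Its percentile is its place among 10000 random lists of the same size, drawn for each gene from the 50 genes on either side in mean expression. It describes these 2 libraries and is not a test. For the size of differences between classes, class sums were thinned 20 times to the lowest total among them and genes with at least 50 CPM were used. The values for small classes and for macrophage clusters used at least 200 CPM. The comparisons of zones, of small classes, of macrophage clusters and of ratios between classes were added after the data were seen, and so were the splits and ranks of Mtdh, the stellate cell markers outside the fibrosis list, the single Y-linked genes, the levels of Orm3 and Elovl3 that the hepatocyte share would give, the limits by which the outcome of each technical test was judged, and the choice to count all gene lists among the main comparisons.

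The genes named in the text are those the paper names and the 3 with the highest and the 3 with the lowest log2 ratio in a class, among genes with at least 200 summed counts and at least 20 in each library. This rule, for hepatocyte-like cells, the largest macrophage-like cluster, stellate cell-like and endothelial cell-like cells, was written before the data were examined. Of the genes it gives, those outside the paper's discussion were picked for the closing section by a rule first meant for fewer classes and extended to these 4 after the data were seen.

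Gene lists were written from general knowledge and the paper before the data were examined. The list of 57 hepatocyte genes measures free hepatocyte RNA and holds Gnmt, Hpd and Orm3, which the text names. Of the 11 fibrosis genes, the paper names 10, several of them picked from these same libraries. Adam8 and Vcam1, which it also names, are among the inflammation genes, Cd63, Gpnmb and Spp1 among the monocyte-derived macrophage genes, and Egfr among those with male-biased expression. The 4 Y-linked genes are all on the male-biased list too. Fgb, Fgg, Orm3 and Saa4 are on both the hepatocyte and the acute-phase list, and Cxcl10 on the inflammation and the interferon-γ response list. A list of 16 acute-phase genes had a median log2 ratio of -0.12 in hepatocyte-like cells, and the lists of clock, sex-biased and Y-linked genes are given with the other observations.

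The class sums were tested on simulated data, in which 200 genes per class were changed. The simulated counts had counting error only, the error that the intervals assume, and no variation between cells, doublets or free RNA. They therefore check the calculation and do not show how well the intervals hold for real cells. All 200 had the right direction in hepatocyte-, macrophage-, stellate- and endothelial cell-like sums, and the true ratio of 95.0%, 98.0%, 96.5% and 96.5% of them lay within the 95% interval. A list of 25 genes raised 2-fold was above every random list, and of 100 unchanged lists, 1, 6, 1 and 2 fell outside the 95% range of random lists.

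With 1 library per genotype there are no replicates, and no p-value, adjusted p-value or number of changed genes was computed. The comparisons are between 2 sums of counts in each class, and their intervals cover counting error only. The depth differs between classes, from 162779 counts in B cell-like to 66981066 in hepatocyte-like cells of the library labelled AEG-1 ΔMAC, so a gene with few counts in a small class shows only large differences. The alternatives tried were a stricter cell filter (at least 500 genes, at most 5% mitochondrial counts) and none, a resolution of 0.25 and of 0.75, merging without integration, clustering without differing genes, other denominators for shares, edgeR's TMM scaling (edgeR 4.0.16), leaving the hepatocyte genes out of the totals, the mean over cells of counts per 10000, and stricter limits on counts. Leaving out the 6% of cells with the highest doublet scores, clustering without the named genes, subtraction of the hepatocyte-like profile and, in the clustering without differing genes, the pericentral share of hepatocyte-like and the macrophage-like share of nonparenchymal cells were chosen after the data were seen. The libraries keep the names of their labels, and because Mtdh in macrophage-like cells runs against them, no direction in the text goes further than the labels.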

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

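The tests of Mtdh against free RNA and against the monocyte-derived macrophage genes were chosen only after the result was seen, and so was the extension to 4 groups of cells of the rule that picked these genes. The genes were picked because they lie outside those the paper discusses and were clearly higher in the library labelled AEG-1 ΔMAC, or, for Mtdh, because its level in single cells is not reported. No difference between the 2 libraries was tested against variation between mice.

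Mtdh, the gene deleted in AEG-1 ΔMAC mice, had a log2 ratio of 2.31 in the largest macrophage-like cluster, that is, it was higher in the library labelled AEG-1 ΔMAC. Among 5112 genes, it had the highest difference between its ratio in this cluster and its ratios in other classes, 2.27, where 99% of the genes were below 0.85. Free RNA as the cause is argued against by the 130 CPM of Mtdh in the cluster, which lie above the 62.3, 94.8 and 82.2 CPM in hepatocyte-, stellate- and endothelial cell-like cells of the same library. T and NK cell-like and B cell-like cells of that library were higher still, at 160 and 135 CPM from 37 and 22 counts, and the test did not include them. A different share of monocyte-derived macrophages is argued against by the split of the cluster by the share of monocyte-derived macrophage genes, in which the log2 ratio was 1.84, 2.27 and 3.26 from the lowest to the highest share. In the library labelled AEG-1 fl/fl, Mtdh was at 26.3 CPM, of which free hepatocyte RNA would give 18.1 CPM. A candidate explanation is that the labels of the 2 libraries are exchanged, for which both libraries would have to be out of place, and in both the level of Mtdh in macrophage-like cells is the one that the other label calls for. The test set before the data were examined asked whether Mtdh and Lyz2, the site of the Cre, are not lower under the label of the deletion. Lyz2 was at 0.43 in the largest macrophage-like cluster and at -0.25 (-1.29 to 0.65) in neutrophil-like cells, where Mtdh had too few counts. What stays open is that there is no second library of either label and that genotypes were not read from sequence here, and that the probes of Mtdh might lie outside the deleted exons, which would explain the lack of a fall but not a rise. Exchanged labels remain a hypothesis. The paper's histology of HF/HSD-fed mice goes against it. There, staining of a macrophage marker and fibrosis were lower in AEG-1 ΔMAC than in AEG-1 fl/fl livers. With the labels as deposited, the smaller macrophage-like share and the lower fibrosis genes in stellate cell-like cells go the same way. That histology was not analysed here and does not show which mice gave the libraries. If the labels were exchanged, the directions of all differences between the libraries would be those of the other genotype. The lower fibrosis and Adam8 levels would then belong to the library with Mtdh in its macrophages.

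In hepatocyte-like cells, Sult1e1 had a log2 ratio of 4.90, Cyp2b9 of 3.99 and Lrmda of 2.54. Sult1e1 and Cyp2b9 are among 19 genes with female-biased expression, whose median was 0.29 over the 11 with enough counts. A difference in sex between the mice is argued against by the genes of the Y chromosome, whose median log2 ratio was 0.0189, with Ddx3y at 59.5 and 53.2 CPM and Eif2s3y at 43.7 and 46.6 CPM. Time of day or feeding cannot be told apart from the genotype for these genes. The evening clock genes had a median of -0.48 in hepatocyte-like cells and the morning clock genes 0.65, opposite directions that stay below the 2-fold set for this test, and the hour of collection goes with the label. Sult1e1 was at 20.3 CPM at most, and no test was made of hormone or growth hormone signaling.

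Genes with high expression in hepatocytes were higher in nonparenchymal cells. Orm3 had a log2 ratio of 3.14 in the largest macrophage-like cluster and 2.01 in endothelial cell-like cells, and Elovl3 of 2.32 in stellate cell-like and 2.29 in endothelial cell-like cells. In hepatocyte-like cells, Orm3 was at 1.54 and Elovl3 at 1.52. Doublets with hepatocytes were tested by leaving out the 10% of cells with the highest hepatocyte share. The median log2 ratio of the hepatocyte list then rose from 0.75, 0.64 and 0.58 to 1.06, 0.83 and 1.03. These values are for the largest macrophage-like cluster, stellate cell-like and endothelial cell-like cells. The difference is thus not confined to the cells left out. Because they were left out by the same share that is to be explained, the test does not exclude doublets. Free hepatocyte RNA is consistent with the ratios of the hepatocyte list as a whole: in each of 5 nonparenchymal classes they followed those in hepatocyte-like cells, with a lowest Pearson correlation of 0.750 across genes, in T and NK cell-like cells. Computed after the data were seen, the hepatocyte share of each class would give log2 ratios of 2.03 and 1.88 for Elovl3 in stellate cell-like and endothelial cell-like cells and of 1.90 for Orm3 in endothelial cell-like cells, all within the intervals of the ratios found, the 1.88 only at its lower end. The levels were met less well. In endothelial cell-like cells the share would give 92.0 and 24.6 CPM of Orm3, where 59.7 and 14.8 were found. For Elovl3 it would give 64.6 and 17.5 CPM there (88.3 and 18.0 found) and 64.3 and 15.7 CPM in stellate cell-like cells (71.1 and 14.2 found). For Orm3 in the largest macrophage-like cluster it would give 63.4 and 13.7 CPM and a log2 ratio of 2.21, below the interval of the ratio found (2.65 to 3.66, from 62.7 and 7.12 CPM), so that ratio is not accounted for by this share and stays open. Genes are not independent replicates. Expression of these genes by nonparenchymal cells themselves was not excluded.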

How the results depend on the processing

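All results are differences between 1 library of each label. Leaving out high doublet scores, the clustering without the named genes, subtraction of the hepatocyte-like profile, and, in the clustering without differing genes, the pericentral share of hepatocyte-like and the macrophage-like share of nonparenchymal cells were chosen only after the results were seen. The other alternatives were set before the data were examined. No paired analysis was possible because each genotype has 1 library, both with replicate number 1, and the labels pair no samples. Leaving out called doublets has no values, since Scrublet called only 2 of 2581 and 1 of 3535 cells.

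The smaller share of macrophage-like cells in the library labelled AEG-1 ΔMAC kept its direction under all 9 alternatives, with a difference of -10.9 to -6.77 percentage points against -10.6. Mtdh in the largest macrophage-like cluster stayed higher in that library under its 11 alternatives (2.24 to 4.03). Under each alternative that was run for it, the direction was also kept by Adam8, Cd63, Psap and Vcam1 in the largest macrophage-like cluster, by Col1a1, Col3a1, Col4a2, Col6a2, Mmp14 and Lum in stellate cell-like cells, and by Egfr, Lcn2, Gnmt, Hpd and Fasn in hepatocyte-like cells. Of the lists, fibrosis in stellate cell-like (-1.40 to -0.63) and endothelial cell-like cells (-0.90 to -0.02) and monocyte-derived macrophage genes in the largest macrophage-like cluster (-1.57 to -1.16) stayed lower. Fatty acid oxidation stayed higher in the largest macrophage-like cluster (0.15 to 0.58) and in stellate cell-like cells (0.25 to 0.58). Proliferation stayed lower in both zones.

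The inflammation list moved across 0 in the largest macrophage-like cluster (-0.04 to 0.41) and in both zones, and the interferon-γ response list in the largest macrophage-like cluster and in periportal cells. In all, 150 of the 326 values of the main comparisons under alternatives moved beyond their intervals, 7 of them to the opposite direction, and 176 did not. These 7 do not include the inflammation list, or the interferon-γ response list in periportal cells. Both crossed 0 from main intervals that already held 0. Of the values of single genes, 112 moved, 1 reversed and 246 did not move.

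Shares and pairs of values below are for the AEG-1 ΔMAC-labelled library first. With the stricter cell filter, the pericentral share was 18.8% in the AEG-1 ΔMAC-labelled library. At equal depth, the median absolute log2 ratio was 0.242 in macrophage-like, 0.384 in stellate cell-like and 0.342 in endothelial cell-like cells. The list medians were 0.27 (resident Kupffer cell) and 0.72 (hepatocyte) in the largest macrophage-like cluster, -1.40 (fibrosis) and 0.70 (hepatocyte) in stellate cell-like cells, 0.68 (hepatocyte) in endothelial cell-like cells, and -0.58 (proliferation) in pericentral cells. With the resolution lowered to 0.25, the macrophage-like share was 13.1% and 22.3% and the pericentral share was 17.0% and 15.9%, and the difference was 1.08 points. For the same choice, the median absolute log2 ratio was 0.267 in macrophage-like and 0.247 in endothelial cell-like cells. Medians of the lists were -1.37 (fibrosis) and 0.55 (hepatocyte) in stellate cell-like cells, -0.46 (fibrosis) and 0.0284 (fatty acid oxidation) in endothelial cell-like cells, and -0.80 (proliferation) in pericentral cells. With the resolution raised to 0.75, the pericentral share was 15.9% and 12.7%. Here the median absolute log2 ratio was 0.249 in macrophage-like and 0.247 in endothelial cell-like cells. Lists had medians of -1.39 (fibrosis) and 0.53 (hepatocyte) in stellate cell-like cells, -0.46 (fibrosis) and 0.0284 (fatty acid oxidation) in endothelial cell-like cells, and -0.75 (proliferation) in pericentral cells. With the libraries merged and not integrated, the macrophage-like share was 12.5% and 22.7% and the pericentral share was 14.7% and 15.1%, and the difference was -0.310 points (reversed). At equal depth, the median absolute log2 ratio was 0.203 in macrophage-like, 0.242 in stellate cell-like and 0.318 in endothelial cell-like cells. For the lists, medians were 0.16 (fatty acid oxidation), -1.45 (monocyte-derived macrophage), 0.45 (resident Kupffer cell) and 0.57 (hepatocyte) in the largest macrophage-like cluster, -1.11 (fibrosis) and 0.49 (hepatocyte) in stellate cell-like cells, -0.45 (fibrosis) and 0.65 (hepatocyte) in endothelial cell-like cells, -0.70 (proliferation) and -0.29 (inflammation) in pericentral cells, and -0.83 (proliferation) and 0.19 (inflammation) in periportal cells.

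In the clustering without genes that differ over 2-fold, the macrophage-like share was 19.8% and 30.2% and the pericentral share was 11.0% and 9.98%, and the difference was 1.03 points. For the same choice, the median absolute log2 ratio was 0.247 in macrophage-like, 0.300 in stellate cell-like and 0.217 in endothelial cell-like cells. The list medians were 0.27 (resident Kupffer cell) and 0.71 (hepatocyte) in the largest macrophage-like cluster, and -0.0014 (fatty acid oxidation, reversed) and 0.49 (hepatocyte) in endothelial cell-like cells. In that same clustering, as a share of hepatocyte-like cells, the pericentral difference was -5.28 points (reversed). In the same clustering, as a share of nonparenchymal cells, the macrophage-like difference was -6.77 points. Without the 6% of cells with the highest doublet scores, the macrophage-like share was 13.5% and 23.2%, the pericentral share was 20.7% in the AEG-1 fl/fl-labelled library, and the log2 ratio of Mtdh was 2.66 in the largest macrophage-like cluster. For the same choice, the median absolute log2 ratio was 0.243 in macrophage-like, 0.334 in stellate cell-like and 0.291 in endothelial cell-like cells. For the lists, medians were 0.21 (inflammation), -0.0130 (interferon-γ response), 0.58 (fatty acid oxidation), 0.41 (resident Kupffer cell) and 1.02 (hepatocyte) in the largest macrophage-like cluster, and -1.39 (fibrosis) and 0.69 (hepatocyte) in stellate cell-like cells. In the clustering without the named genes or genes that differ in any of the 4 classes, the macrophage-like share was 18.4% and 29.0% and the pericentral share was 11.7% and 10.5%, and the difference was 1.12 points. Here the median absolute log2 ratio was 0.273 in stellate cell-like and 0.311 in endothelial cell-like cells. The list medians were -0.26 (interferon-γ response), 0.0585 (resident Kupffer cell) and 0.82 (hepatocyte) in the largest macrophage-like cluster, -0.90 (fibrosis) and 0.66 (hepatocyte) in endothelial cell-like cells, and -0.94 (proliferation) and 0.0159 (inflammation) in pericentral cells.

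As shares of the nonparenchymal or of the hepatocyte-like cells, the macrophage-like share was 36.0% and 44.4%, a difference of -8.41 points, and the pericentral share was 37.6% and 43.9%, and the difference was -6.32 points (reversed). Over genes with at least 200 CPM, the median absolute log2 ratio was 0.182 in hepatocyte-like, 0.355 in macrophage-like, 0.425 in stellate cell-like and 0.327 in endothelial cell-like cells. With edgeR's TMM scaling, the median absolute log2 ratio was 0.237 in macrophage-like, 0.277 in stellate cell-like and 0.260 in endothelial cell-like cells. For the lists, medians were -1.01 (fibrosis), 0.58 (fatty acid oxidation) and 0.88 (hepatocyte) in stellate cell-like cells, and -0.34 (fibrosis), 0.35 (fatty acid oxidation) and 0.78 (hepatocyte) in endothelial cell-like cells. With the hepatocyte genes left out of the totals, the median absolute log2 ratio was 0.232 in macrophage-like, 0.277 in stellate cell-like and 0.263 in endothelial cell-like cells. The list medians were -0.0473 (interferon-γ response), 0.43 (fatty acid oxidation), 0.18 (resident Kupffer cell) and 0.82 (hepatocyte) in the largest macrophage-like cluster, -1.15 (fibrosis), 0.43 (fatty acid oxidation) and 0.73 (hepatocyte) in stellate cell-like cells, 0.65 (hepatocyte) in endothelial cell-like cells, and -0.0723 (fatty acid oxidation) and 0.19 (lipogenesis) in hepatocyte-like cells. With the hepatocyte-like profile subtracted, the log2 ratio of Mtdh was 4.03 in the largest macrophage-like cluster. Medians of the lists were 0.41 (inflammation), 0.17 (interferon-γ response, reversed), 0.15 (fatty acid oxidation), -1.24 (monocyte-derived macrophage), 0.50 (resident Kupffer cell) and 0.60 (hepatocyte) in the largest macrophage-like cluster, -0.63 (fibrosis) and 2.30 (hepatocyte) in stellate cell-like cells, and -0.0167 (fibrosis), -0.37 (fatty acid oxidation, reversed) and 0.90 (hepatocyte) in endothelial cell-like cells. With the mean over cells of counts per 10000 and a pseudocount of 1 per cell class, the log2 ratio of Mtdh was 2.63 in the largest macrophage-like cluster and the log2 ratio of Il1b was -0.31 in hepatocyte-like cells (reversed). Lists had medians of 0.0240 (interferon-γ response, reversed), -1.16 (monocyte-derived macrophage) and 0.33 (resident Kupffer cell) in the largest macrophage-like cluster, -0.93 (fibrosis) in stellate cell-like cells, -0.37 (fibrosis), 0.25 (fatty acid oxidation) and 0.80 (hepatocyte) in endothelial cell-like cells, -0.15 (proliferation), -0.13 (inflammation) and -0.16 (interferon-γ response) in periportal cells, and -0.15 (fatty acid oxidation) and 0.12 (lipogenesis) in hepatocyte-like cells.

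The cause was not tested for these moves, except where the alternative gives it by its construction. Merging without integration, other resolutions and clustering without differing genes change which cells are in a class. TMM scaling adds the same shift to every log2 ratio of a class, 0.23 in stellate cell-like and 0.21 in endothelial cell-like cells. Subtraction of the hepatocyte-like profile removes counts that follow hepatocyte expression, and at a share of 71.5% and 50.0% it leaves few counts of hepatocyte genes in stellate cell-like cells, so the median of 2.30 of that list is no measure of expression. A limit of at least 100 summed counts for list genes, and the absence of a cell filter, changed no main result beyond its interval.

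The depth limits several results. Ppargc1a in the largest macrophage-like cluster and in stellate cell-like cells, and Egf and Tnf in pericentral cells, had too few counts for a direction, and Ifng had too few in every class. In neutrophil-like cells, with 7 cells in the library labelled AEG-1 ΔMAC, few genes had enough counts. Shares of pericentral cells depend on the denominator, and their difference is no firmer than that choice.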

Differences from the paper's values

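The paper gives log2 fold changes in Table S4 as AEG-1 fl/fl over AEG-1 ΔMAC, so the values of the summed counts are given in that direction here.

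In stellate cells, the log2 fold change of Col1a1 was 1.53 against the paper's 0.96482, that of Col3a1 1.35 against the paper's 0.88505, that of Col4a2 1.04 against the paper's 0.62857, that of Col6a2 1.31 against the paper's 0.93373 and that of Lum 1.67 against the paper's 1.41367. Of the alternatives set before the data were examined, the mean over cells of counts per 10000 with a pseudocount of 1 per cell class came nearest to the paper for all 5 genes, at 0.96, 0.88, 0.63, 0.93 and 1.39. For Lum, merging without integration gave 1.55 and TMM scaling 1.44. With the stricter cell filter, both other resolutions, the clustering without genes that differ over 2-fold and the hepatocyte genes left out of the totals, all 5 genes stayed above the paper's values. They also stayed above them with merging and with TMM scaling.

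In hepatocytes, Egfr was at 1.65 against the paper's 1.75439, and the mean over cells of counts per 10000, at 1.78, came nearest of the alternatives set before the data were examined. Hpd was at -0.74 against the paper's -0.815882, and none of the alternatives set before the data were examined closed the gap, the nearest being -0.77 with the mean over cells of counts per 10000.

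The paper states a lower FASN in hepatocytes of AEG-1 ΔMAC mice. In the library labelled AEG-1 ΔMAC, the log2 ratio of Fasn was 0.26, in the other direction. For stellate cells the paper states inhibition of TGFB2, while the log2 ratio of Tgfb2 itself was 0.11. For KC-1 it states inhibition of TNFα and interferon-γ. In the largest macrophage-like cluster, Tnf was at -0.30 (-0.75 to 0.14) and the interferon-γ response list at -0.12 (-0.24 to -0.05) with 15 of 21 genes lower. Both go in that direction in the main setting, but under the alternatives Tnf ranged from -0.74 to 0.08 and the list from -0.26 to 0.17. The inflammation list had a median of -0.00, Il1b was at 0.62 and Ifng had no counts. For pericentral hepatocytes it states inhibition of IL1B, TNF, EGF and HIF1A, while the genes had log2 ratios of 0.11, 0.45, 0.24 and 0.14. For periportal hepatocytes it states inhibition of IKBKB and IKBKG, while the genes had 0.10 and 0.28. These statements of the paper are on predicted activity, and the values here on expression.

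Of Adam8, Cd63, Psap and Vcam1, which the paper describes as most raised in KC-1 of AEG-1 fl/fl livers, Adam8 was lower in the largest macrophage-like cluster than in any class outside the macrophages, though in endothelial cell-like cells, with 9 and 51 counts, its interval (-4.01 to -1.76) holds the value of the cluster. Lower values than in that cluster, with intervals that exclude its value, were found for Cd63 in periportal hepatocyte-like cells (-1.95). The same held for Vcam1 in stellate cell-like (-1.38) and cholangiocyte-like cells (-1.51). Other lower values had intervals that hold the value of the cluster. For Cd63 these were in endothelial cell-like (-1.90, with -2.21 to -1.60) and all hepatocyte-like cells (-1.65). For Vcam1 they were in T and NK cell-like (-1.52, from 5 and 28 counts) and B cell-like cells (-1.89, from 6 and 31 counts). For Psap this was in B cell-like cells (-1.20). These comparisons are of ratios, while the paper's figure for these genes shows expression. By level, all of these genes were highest in the largest macrophage-like cluster of the library labelled AEG-1 fl/fl. Of Col1a1, Col6a2 and Lum, which the paper gives as raised in stellate cells alone, Col1a1 was also lower in the library labelled AEG-1 ΔMAC in the largest macrophage-like cluster (-1.86) and in hepatocyte-like (-1.01) and endothelial cell-like cells (-0.94), Lum in endothelial cell-like (-0.97) and hepatocyte-like cells (-0.91), and Col6a2 in hepatocyte-like cells (-0.38). In cholangiocyte-like cells, Col1a1 was at -1.18 and Col6a2 at -1.87, from 6 and 56 counts. In B cell-like cells, Col1a1 was at -4.50, from 2 and 63 counts. The paper ranks PC hepatocytes above PP hepatocytes in changed genes, while the median absolute log2 ratio at equal depth was 0.153 and 0.159, over 2944 and 2479 genes and with counts but not cell numbers made equal. It states little effect on T cells, B cells and cholangiocytes, while with counts but not cell numbers made equal the median was 0.350, 0.298 and 0.290 in these classes and 0.260 in hepatocyte-like cells. Counting alone gives 0.177, 0.172, 0.164 and 0.152 of these, which leaves 0.172, 0.126, 0.125 and 0.109. Counting error does not cover the sampling of few cells. The values therefore do not settle whether the small classes changed more than hepatocyte-like cells. Stellate cell-like and endothelial cell-like cells, in which the paper states notable changes, were higher, at 0.457 and 0.367. The paper states a rise of PC-2 cells, while in the clustering without differing genes the pericentral share of hepatocyte-like cells was 20.6% and 25.9% in the libraries labelled AEG-1 ΔMAC and AEG-1 fl/fl, and of all cells 11.0% and 9.98%. In the first clustering, whose leading pericentral genes differ between the libraries, the share of all cells goes the way the paper states, with 20.4% (18.9 to 22.0) and 17.2% (15.9 to 18.4). It states no difference in cell types other than KC-1 and PC-2, while hepatocyte-like cells were 53.4% and 38.5% and neutrophil-like cells 0.272% and 1.34% of all cells in the clustering without differing genes.

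After the cell filter, 2571 cells labelled AEG-1 ΔMAC and 3508 labelled AEG-1 fl/fl were kept, against the paper's 2524 and 3400. The largest macrophage-like cluster held 9.14% (8.05 to 10.3) and 16.3% (15.1 to 17.6) of the cells. These intervals hold the values of about 10% and about 17% for KC-1 in Fig. 5B, read by eye. Mtdh, whose deletion in macrophages the labels state, was higher in the library labelled AEG-1 ΔMAC, by a log2 ratio of 2.31.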

Other observations

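The tests of fatty acid oxidation genes and fibrosis genes against hepatocyte RNA were chosen only after the results were seen, and those of recovery, sex and time of day were set before. The names of cell classes were rebuilt from markers. Apart from the label of the libraries, sex, time of day or feeding and the share of monocyte-derived macrophage genes, no biological explanation was tested.

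Macrophage-like cells made up a smaller share of the library labelled AEG-1 ΔMAC. A larger number of hepatocytes among the recovered cells is argued against as the whole cause, since macrophage-like cells were also a smaller part of the nonparenchymal cells, 36.0% (33.2 to 38.8) against 44.4% (42.3 to 46.5). A lower recovery of immune cells cannot be told apart from a smaller number of macrophages. The share of T, NK, B and neutrophil-like cells among nonparenchymal cells had a log2 ratio of -0.24 (-0.59 to 0.11), an interval that covers both 0 and the -0.30 (-0.47 to -0.14) of the macrophage-like cells, so these counts are too few to separate the 2. T, NK and B cell-like cells alone made up 8.18% and 8.10%.

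Genes of fatty acid oxidation were higher in the largest macrophage-like cluster, with a median log2 ratio of 0.36, and in stellate cell-like cells, with 0.35. For the macrophages, free hepatocyte RNA is a candidate explanation. The list was higher by a like amount in T and NK cell-like cells, and with the hepatocyte-like profile subtracted the median fell to 0.15. In stellate cell-like cells, the same subtraction gave 0.34, and free hepatocyte RNA cannot be told apart from expression by these cells, because the list was also higher in T and NK cell-like (0.38) and B cell-like cells (0.29) while the subtraction did not lower it. In hepatocyte-like cells, the list had a median of -0.10.

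Fibrosis genes were lower in stellate cell-like cells of the library labelled AEG-1 ΔMAC, with a median of -1.24 (-1.35 to -1.20). The larger share of hepatocyte RNA in the counts of that library is argued against as the whole cause. The 9 stellate cell markers outside the fibrosis list had a median of -0.62 (-0.72 to -0.53), and the part of the counts left after the hepatocyte share fell by 0.81 on the log2 scale. Both are smaller than the fall of the fibrosis genes. A part of the fall may come from that share, since with the hepatocyte-like profile subtracted the median was -0.63. A lower fibrosis gene level in stellate cells of the mouse behind that library is a hypothesis that stays open, and which genotype it would belong to depends on the labels.

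The clock genes differed in the 4 larger groups of cells. The evening genes had medians of -0.48 in hepatocyte-like, -0.76 in the largest macrophage-like cluster, -1.07 in stellate cell-like and -0.79 in endothelial cell-like cells, and the morning genes 0.65, 0.22 (-0.13 to 0.60), 0.50 and 0.67. In T and NK cell-like cells the evening genes were at -0.26 (-1.08 to 0.15) and in B cell-like cells at 0.27 (-0.63 to 0.81), with 5 and 4 genes counted. Of genes with male-biased expression, 12 of 16 were lower in hepatocyte-like cells, with a median of -0.27, the 4 Y-linked genes included. Uty was at 24.5 and 22.3 CPM and Kdm5d at 18.3 and 22.1 CPM in hepatocyte-like cells. Resident Kupffer cell genes had a median of 0.39 in hepatocyte-like cells, monocyte-derived macrophage genes -1.05, and lipogenesis genes 0.67 in the largest macrophage-like cluster.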
